# Trajectory analysis reveals an uncommitted neuroblastic state in MYCN-driven neuroblastoma development

**DOI:** 10.1093/neuonc/noaf129

**Published:** 2025-06-24

**Authors:** Shoma Tsubota, Daniel R Carter, Janith A Seneviratne, Haruka Hirose, Teppei Shimamura, Yukie Kashima, Yutaka Suzuki, Koji Tsuda, Glenn M Marshall, Kenji Kadomatsu

**Keywords:** neuroblastoma, scRNA-seq, spontaneous regression, Th-MYCN

## Abstract

**Background:**

Understanding the factors that determine the spontaneous regression of pre-cancerous lesions is critical to advancing cancer prevention. Neuroblastoma, a pediatric cancer, undergoes spontaneous regression more frequently than other types of cancer.

**Methods:**

Here, we analyzed the transcriptomic features of spontaneous regression in pre-cancerous neuroblasts using Th-MYCN mice, an animal model that closely resembles human neuroblastoma. Single-cell transcriptomic analysis of ganglion tissues from Th-MYCN mice was conducted to elucidate the cellular and molecular underpinnings.

**Results:**

Trajectory analysis of pre-cancerous neuroblasts revealed a distinct subtype we designated as “uncommitted” cells, characterized by the expression of neuronal genes, indicative of a semi-differentiated state. Samples with predicted failed tumorigenesis had a greater proportion of these uncommitted cells, hinting at their association with spontaneous regression. In clinical specimens, heightened uncommitted gene expression corresponded with favorable neuroblastomas and an improved prognosis.

**Conclusion:**

Collectively, the identification of this novel neuroblastoma-related cell subtype and its transcriptomic signature not only enhances our understanding of spontaneous regression mechanisms but also holds potential for therapeutic advancements in treating neuroblastomas.

**Key Points**

- Single-cell transcriptomic analysis of pre-cancerous neuroblastoma in Th-MYCN mice
- A newly identified “uncommitted” subtype is associated with spontaneous regression
- Uncommitted gene signature is correlated with favorable human neuroblastoma

**Importance of the Study**

Understanding the enigmatic mechanisms of spontaneous cancer regression is critical in the progress toward cancer treatment and prevention. Neuroblastoma is a pediatric cancer undergoing spontaneous regression more frequently than other cancer types. Several plausible mechanisms of spontaneous regression have been proposed, but its etiology remains largely elusive. This study delves into the analysis of the transcriptomic features of spontaneous regression in pre-cancerous neuroblasts, utilizing the Th-MYCN mice model, which mirrors human neuroblastoma to a significant extent. This study unravels a previously unidentified neuroblastoma subtype—termed “uncommitted”—which surfaces early in pathogenesis. Our results spotlight this subtype’s association with spontaneous regression, thereby offering potential avenues for targeted cancer prevention strategies. Further, the growing emphasis on early cancer detection and the subsequent therapeutic interventions that might benefit from understanding the underlying mechanisms of spontaneous regression. The ability to recognize and potentially harness these mechanisms can revolutionize approaches to pediatric cancer management.

Neuroblastoma, a pediatric neuroendocrine tumor, originates from the developing adrenal gland and/or sympathetic ganglia. Neuroblastoma exhibits diverse clinical outcomes, varying from aggressive, untreatable tumor progression to spontaneous regression with or without minimal therapy.^1^ In 1964, Everson documented 130 cases of spontaneous cancer regression, most frequently observed in neuroblastoma.^2^ Brodeur also extensively reviewed the histories, biological features, and potential mechanisms of spontaneous regression of neuroblastoma.^3,4^ To date, 2 types of spontaneous regressions have been identified. The first type was detected through international mass urinary screening programs initially conducted in Japan,^5,6^ and subsequently in North America^7^ and Europe.^8^ These screenings identified neuroblastomas predominantly in infants aged 6 to 12 months without impacting overall mortality rates, leading us to classify this as pre-cancerous spontaneous regression. The second type was observed in patients with neuroblastoma exhibiting a localized tumor with dissemination limited to the liver and skin, with or without bone marrow involvement (designated stage 4S or MS).^9,10^ In either case, these tumors exhibited a favorable outcome, often regressing or differentiating with or without minimum therapy. Several plausible mechanisms of spontaneous regression have been proposed: (1) neurotrophin deprivation activating apoptosis through the TrkA-NGF pathway; (2) telomere shortening and apoptosis; (3) immune-mediated cell destruction; and (4) epigenetic modifications.^3,4^ However, its etiology remains largely elusive owing to a scarcity of pre-cancerous clinical samples.

The mechanisms underlying neuroblastoma genesis are well documented in animal models, especially in Th-MYCN mice, which is the most widely used neuroblastoma model. In these mice, the expression of the human *MYCN* gene is modulated by the rat tyrosine hydroxylase (Th) promoter.^11,12^ Genetic manipulation has influenced neuroblastoma development in Th-MYCN mice. For example, a heterozygous deletion of p53 in Th-MYCN mice has increased tumorigenesis and resistance to the anti-tumor drug cyclophosphamide.^13^ Similarly, mutant ALK (ALK^F1174L^ and ALK^R1279Q^) has significantly promoted tumorigenesis in Th-MYCN mice,^14,15^ while the deletion of caspase-8 has substantially heightened the metastatic potential of neuroblastoma into the bone marrow.^16^ Conversely, midkine knockout in Th-MYCN mice has inhibited neuroblastoma growth.^17^ Despite these insights, spontaneous regression of neuroblastoma has not been modeled so far owing to its enigmatic mechanisms.

In this study, we identified a phenomenon resembling pre-cancerous spontaneous regression in Th-MYCN mice by meticulously analyzing early tumorigenesis. Using single-cell RNA-sequencing, we delved into the cellular and molecular foundation of early stage neuroblastoma development, discovering a unique neuroblastoma cell subtype and its transcriptomic signature associated with this regression-like phenomenon in Th-MYCN mice.

## Methods

### Animals and Survival Analysis

WT and Th-MYCN mice, both derived from the 129^+Ter^/SvJcl mice background (CLEA Japan, Inc.). All animal experiments were approved by the Animal Care and Use Committee of Nagoya University Graduate School of Medicine (Nagoya, Japan). Th-MYCN mice were considered to have succumbed to tumors and were euthanized when they appeared unwell. Once tumors reached a palpable size, these mice were also euthanized. Kaplan–Meier survival analysis, accompanied by a log-rank (Mantel–Cox) test, was performed using GraphPad Prism software.

### Histological Assessment of SMG

SMG tissues were extracted along with their adjacent tissues and subsequently subjected to formalin fixation followed by paraffin embedding. For each mouse, serial paraffin sections of 5 μm thickness were prepared to capture the entirety of the SMG tissue. Staining was performed using hematoxylin 3G (8656, Sakura Finetek Japan) and eosin (8659, Sakura Finetek Japan). If the SMG displayed cells that histologically resembled neuroblastoma cells (typically such cells mostly consist of a nucleus and minimal cytoplasm, manifesting as small, dark purple cells), it was categorized as neuroblastoma (+). In the absence of such cells, it was classified as neuroblastoma (−).

### Tissue Dissection and Enzymatic Dissociation

Upon euthanization, the SMG of mice was meticulously dissected under the microscope. The SMG is anchored to the mesenteric artery and is proximal to the renal vein. Care was taken to detach the SMG using forceps without perturbing the adjacent blood vessels. Any attached fat was excised. The appearance of the dissected SMG was slightly white and transparent, as shown in Supplementary Figure S1A. This tissue was subsequently incubated in an equal ratio mix of collagenase IV (2.5 mg/mL, C5138, Sigma-Aldrich) and TrypLE Express Enzyme (12604013, Thermo Fisher Scientific) at 37 °C for 40 min. Afterward, 10 volumes of D-PBS (045-29795, FUJIFILM Wako Chemicals) containing 1% BSA (15260037, Thermo Fisher Scientific), DNase I (0.1 mg/mL, DN25, Sigma-Aldrich), and 10 mM MgCl_2_ were added, and the tissue was dissociated using a fire-polished Pasteur pipette until no substantial particles remained visible. The resultant cell suspension was centrifuged to obtain a cell pellet, which was then reconstituted in 1% BSA/D-PBS for subsequent analyses.

### Cytocentrifuge and Immunostaining for MYCN

A 200 μL cell suspension was centrifuged onto a CREST-coated slide (CRE-01, Matsunami Glass) using Cytospin 4 (Thermo Fisher Scientific) with a single cytofunnel (5991040, Epredia) at 800 g for 5 min. The attached cells were then immediately fixed with a 10% Formaldehyde Neutral Buffer Solution (37152-51, Nacalai Tesque) for 30 min at room temperature (RT). After washing thrice with D-PBS, slides were blocked using a solution containing 5% normal goat serum in 0.3% Triton X-100/D-PBS for 1 h at RT. They were then incubated with rabbit anti-MYCN (D1V2A) antibody (1:100, 84406, Cell Signaling Technology) in antibody diluent (1% BSA in 0.3% Triton X-100/D-PBS) overnight at 4 °C. This was followed by incubation with an Alexa Fluor 594-labeled goat anti-rabbit IgG secondary antibody (1:500, A-11012, Thermo Fisher Scientific) and DAPI solution (1:1000, D523, Dojindo) for 2 h at RT. Slides were mounted with Prolong Gold Antifade Mountant (P10144, Thermo Fisher Scientific) and imaged using an inverted microscope (BX41, EVIDENT) with the VS129 virtual slide system (EVIDENT). MYCN^+^/DAPI^+^ cells were quantified using Tissuemorph DP (Visiopharm).

### ScRNA-seq and Data Analysis

For scRNA-seq, libraries were prepared using Chromium Single Cell 3’ Reagent Kits v1 (10x Genomics) according to the user guide. Due to the limited number of cells in an SMG, the target cell recovery was set at 1,200 cells per sample. The sequenced reads were aligned to the mouse genome reference mm10 enriched with the human MYCN transgene sequence using the Cell Ranger analysis pipeline (10x Genomics). Droplets devoid of cells were filtered out using EmptyDrops, with a (FDR < 0.01).^18^ The resulting count matrices were further analyzed using the Seurat R package.^19^ Cell cycle scores for the S and G2M phases were calculated using published cell cycle gene sets.^20^ Cells with fewer than 200 detected genes, over 60% ribosomal gene content, or more than 10% mitochondrial gene content were excluded. Of the initial set, 11,982 cells were retained. These cells were normalized using the SCTransform function of Seurat, regressing out 2,000 variable genes with factors such as the number of genes, number of counts, mitochondrial and ribosomal gene percentages, and cell cycle scores for the S and G2M phases. Principal component analysis was performed, and component variances guided the determination of cutoffs for subsequent clustering and dimensionality reduction. In addition, the clustree R package was used to identify a stable clustering resolution parameter.^21^ Dimensionality reduction was performed via uniform manifold approximation and projection to visualize clustering results. Differentially expressed genes were identified using Seurat’s FindMarkers function, and cell types were annotated based on their specific markers. Gene Ontology analysis was conducted using the PANTHER overrepresentation test,^22^ while Enrichr, paired with the “ENCODE_and_ChEA_Consensus_TFs_from_ChIP-X” library, was used to ascertain potential upstream transcription factors/regulators of genes.^23^ Trajectory analysis was performed using the Monocle 2 R package.^24^ Pseudotime and trajectory calculations were performed based on previously reported gene sets found in ganglia or tumors from either WT or Th-MYCN mice.^25^ A gene expression pseudotime heatmap was plotted using the plot_genes_branched_heatmap function in the Monocle package. New cell subtypes were annotated based on cell positions on the trajectory, and differential gene expressions were determined.

### RNA-ISH and Quantification

We utilized the following RNAscope probes (Advanced Cell Diagnostics): Hs-MYCN (417501), Mm-Prph-C2 (400361-C2), and Mm-Ube2c-C3 (552191-C3).

#### RNA-ISH of tissue section

Mice were anesthetized and perfused with a sufficient volume of cold D-PBS containing heparin sodium (10 units/mL, 224122557, Mochida Pharmaceutical), followed by 4% paraformaldehyde (PFA)/PBS (163-20145, FUJIFILM Wako Chemicals). Subsequently, tissues were dissected, fixed in 4% PFA/PBS overnight at 4 °C, and subsequently replaced sequentially with 10%, 20%, and 30% sucrose (30403-55, Nacalai Tesque). They were then embedded in O.C.T. compound (4583, Sakura Finetek Japan) and frozen using a cold aluminum block and liquid nitrogen. We prepared 10-μm frozen sections on CREST-coated slide glasses with a cryostat (CM3050S, Leica Biosystems). RNA-ISH was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 with TSA Vivid Dyes (323270, Advanced Cell Diagnostics) as per the user manual. The pretreatment involved a 5-min target retrieval and a 5-min application of protease III. Post-RNAscope, we used the TrueBlack Plus Lipofuscin Autofluorescence Quencher (23014, biotium) to reduce autofluorescence, and slides were mounted with ProLong Gold Antifade Mountant with DAPI (P36931, Thermo Fisher Scientific).

#### RNA-ISH of cytocentrifuged cells

Cells were cytocentrifuged and fixed as previously described. These fixed cells were dehydrated using a 50%, 70%, and 100% ethanol gradient and stored at −20 °C. RNA-ISH was performed using the RNAscope Multiplex Fluorescent Reagent Kit (320850, Advanced Cell Diagnostics) following the user manual and pretreatment guide (320538-TN). After this procedure, slides were mounted with ProLong Gold Antifade Mountant with DAPI.

#### Data analysis

We acquired images using the super-resolution spinning disk confocal microscopy system (SpinSR10, EVIDENT). Signal spots per cell were quantified using the image analysis software HALO (Indica Labs) and its FISH-IF module.

### Immunofluorescence Staining

Frozen sections were prepared as described above. The following antibodies were used: MYCN (84406, CST), Prph (ab246502, abcam), and Ube2c (ab252940, abcam). The detailed protocol is provided in the Supplementary Methods.

### Sphere Culture Experiments

#### Sphere culture

Sphere culture was performed as previously reported.^26^ Briefly, spheres derived from 3-week-old Th-MYCN mice were cultured in a medium containing chick embryo extract, without retinoic acid. Spheres were then dissociated using the StemPro Accutase Cell Dissociation Reagent (A1110501, Thermo Fisher Scientific).

#### shRNAs and lentivirus preparation

For shRNA-mediated knockdown, the MISSION TRC2 pLKO.5-puro non-mammalian shRNA control plasmid DNA (SHC202, Sigma-Aldrich) and the MISSION pLKO.1-puro targeting specific genes (SHCLNG, Sigma-Aldrich) were procured (details in the Supplementary Methods). A lentivirus solution was prepared as previously reported^26^ (Supplementary Methods).

#### qPCR

Total RNA was isolated using the RNeasy Plus Mini Kit (74034, QIAGEN), and cDNAs were subsequently synthesized using the ReverTra Ace qPCR RT Master Mix with gDNA Remover (FSQ-301, TOYOBO). Quantitative PCR was conducted with the THUNDERBIRD SYBR qPCR Mix (QPS-201, TOYOBO) using either the Mx3000P or Mx3005P qPCR system (Agilent Technologies). The relative abundances of mRNA transcripts were determined through the 2^−ΔΔCT^ method, with normalization to Actb. Primer sequences are provided in the Supplementary Methods. *Sphere growth assay.* Sphere cells were seeded in a 96-well plate with white walls (655088, Greiner Bio-One). Sphere growth was assessed using the CellTiter-Glo 3D Cell Viability Assay (G9681, Promega), as per the manufacturer’s instructions. Relative sphere growth was determined using non-infected and non-puromycin-treated cells as the 100% reference.

#### Overexpression and retrovirus preparation

For overexpression of genes, Retro-X Tet-One Inducible Expression System (Puro) (634307, TaKaRa) was used, and coding regions of genes were cloned into pRetroX-TetOne-Puro vector. Retroviruses were produced using pVSV-G vector by GP2-293 packaging cells according to the manufacturer’s instructions. Sphere cells were infected with retroviruses, selected with puromycin at 0.2 μg/mL, and gene expression was induced by doxycycline at 5 μg/mL.

### Western Blotting

The following antibodies were used: Histone H3 (8173, CST), HMGB2 (14163, CST), DLK1 (ab210471, abcam), UBE2C (ab252940, abcam), Caspase-3 (14220, CST), and Cleaved caspase-3 (9664, CST). The detailed protocol is provided in the Supplementary Methods.

### Data Analysis of a Human Neuroblastoma Cohort

Data analyses of human neuroblastoma were conducted using the public dataset provided by Kocak.^27^ Gene expression signatures (uncommitted and malignant neuroblasts) were derived from the average *z*-scores of genes in each signature. Welch’s *t*-test was used to determine *P*-values. Kaplan–Meier analyses were employed for survival analysis, stratifying based on median expression to differentiate high and low expression. *P*-values were determined using log-rank tests.

## Results

### Spontaneous Regression-Like Phenomenon Occurs Before the Macroscopic Tumor Expansion of Neuroblastoma in Th-MYCN Mice

Variation in tumor incidence among Th-MYCN mice is influenced by their background strains.^11^ In our study involving the backcrossed inbred 129^+Ter^/SvJcl mouse strain, all Th-MYCN homozygote (Th-MYCN^+/+^) mice succumbed to tumors (data not shown), while approximately 80% of Th-MYCN hemizygote (Th-MYCN^+/−^) mice succumbed to tumors, with the remaining 20% surviving without sex bias (Figure 1A). This raised questions about whether 80% of Th-MYCN^+/−^ mice experienced tumor initiation or if 20% potentially underwent spontaneous regression. To further understand, we investigated the early stage of tumorigenesis, around the weaning time ranging from 0 to 6 weeks of age. First, we assessed the superior mesenteric ganglia (SMG), the primary tumorigenesis origin in this strain—for the presence of pre-cancerous neuroblast cell clusters (neuroblast hyperplasia) using histological methods. Notably, all Th-MYCN^+/−^ mice displayed neuroblast hyperplasia up to 3 weeks of age (Figure 1B), higher than previously reported for different background strains.^28^ Yet, some mice lacked neuroblast hyperplasia from 4 to 6 weeks of age (Figure 1B). Subsequently, through immunostaining of a cytocentrifuged slide glass prepared following the dissection of a whole SMG tissue and enzymatic tissue dissociation (Supplementary Figure S1), we discerned that SMGs from 3-week-old Th-MYCN^+/−^ mice contained 1% to 50% MYCN^+^ cells, but some 6-week-old mice did not (Figure 1C). These results supported the premise that while all Th-MYCN^+/−^ mice displayed pre-cancerous neuroblasts for up to 3 weeks, their evolution into macroscopic tumors or their disappearance likely transpired earlier. The latter scenario possibly resulted from spontaneous regression in 20% of these mice (Figure 1D).

**Figure 1.**
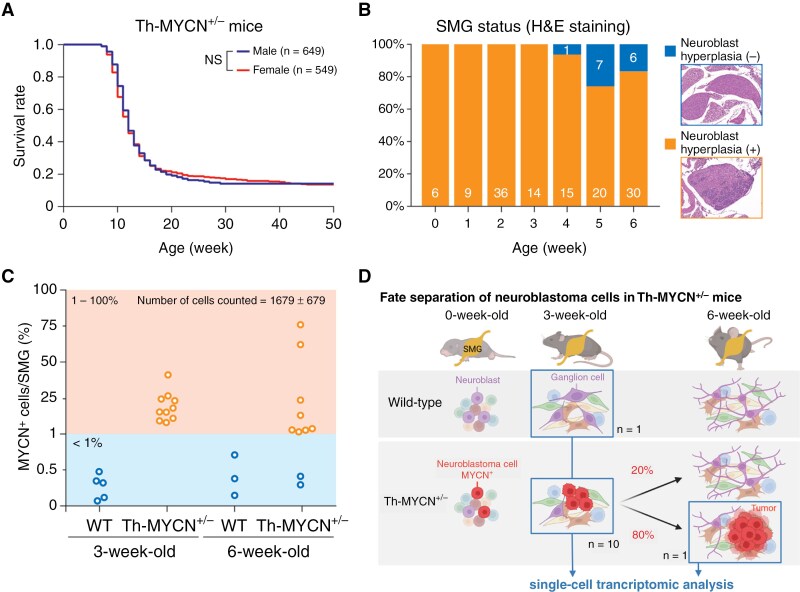
Spontaneous regression-like phenomenon in Th-MYCN mice. (A) Kaplan–Meier survival curves for male and female Th-MYCN hemizygote (Th-MYCN^+/−^) mice. NS, not significant. (B) Histological assessment of SMG in Th-MYCN^+/−^ mice using hematoxylin and eosin staining. Neuroblast hyperplasia (+) signifies the presence of pre-cancerous neuroblasts in the SMG. (C) Proportion of MYCN^+^ cells in an SMG determined by immunostaining of cytocentrifuged cells. Each plot represents an individual mouse-derived SMG. Values below 1% are comparable to WT mice and are deemed as negative SMG without MYCN^+^ cells. (D) Model illustrating the fate separation of neuroblastoma cells in Th-MYCN^+/−^ mice and the scRNA-seq experimental design. Created with BioRender.com.

### Single-Cell Transcriptomic Analysis (scRNA-seq) of Ganglia From Th-MYCN^+/−^ Mice

To investigate the cellular and molecular mechanisms underlying the fate determination of neuroblastoma cells in Th-MYCN^+/−^ mice, we performed scRNA-seq of SMG tissues from 3-week-old wild-type (WT, n = 1), 3-week-old Th-MYCN^+/−^ (n = 10), and 6-week-old Th-MYCN^+/−^ mice (n = 1) (Figure 1D). 

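Droplet-based scRNA-seq (Chromium 3' v1) was performed on 12 SMG, the ganglia in which the tumors of this mouse line form. In this method, each captured RNA molecule carries a unique molecular identifier (UMI), and the deposited values are counts of UMIs per gene and droplet barcode. The authors aligned the reads to the mouse genome mm10 with the human MYCN transgene added and counted UMIs with Cell Ranger. The deposited matrices held all features and barcodes, without any selection of cells or normalization. The transgene, which is the only human gene among the features, was listed as H-MYCN (ENSG00000134323). The library of the WT mouse held 1147771 UMIs and that of the 6-week-old Th-MYCN+/- mouse 4824039. The 10 libraries of 3-week-old Th-MYCN+/- mice held between 1444552 and 6388765 UMIs, with a median of 3000078. The numbers in the sample labels were taken as the sample numbers of the figures. Since the WT and the 6-week-old groups held 1 mouse each, their values have no replicate error and no test was made across groups. Shares of cells in a single sample are given with exact Clopper-Pearson 95% confidence intervals and sums of UMIs with exact Poisson intervals, which cover counting error only. Where cells of several mice were pooled, the same intervals were used and leave out the spread between mice. Expression in a class of cells is given as CPM, the UMIs of a gene per 1000000 UMIs of that class. Where a result of edgeR stands beside it, the totals were scaled by TMM within that comparison, so that CPM from different comparisons are not on 1 scale. Means over the 3-week-old Th-MYCN+/- samples are given with the SD between mice. Comparisons between cell classes were paired within each of these mice, because both classes came from the same library.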

The 6-week-old Th-MYCN^+/−^ SMG was selected based on observed macroscopic tumors post-dissection, establishing it as a positive control for tumor growth. Post rigorous quality control, we obtained the transcriptome of 11,982 cells (Methods). 

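Cells were separated from empty droplets with the EmptyDrops method at a false discovery rate (FDR) below 0.01, which called 16157 barcodes. Of these, 4049 had fewer than 200 genes, 223 had more than 10% mitochondrial UMIs and 0 had more than 60% ribosomal UMIs, where a barcode could fail more than 1 filter. The remaining 11990 cells comprised 618 from the WT mouse, 945 from the 6-week-old mouse, and between 522 (sample #7) and 1807 (sample #2) from each 3-week-old Th-MYCN+/- mouse, with a median of 1033.5. The median number of UMIs per cell was 555.5 in the WT sample, 1664 in the 6-week-old sample, and between 697.5 (#3) and 2367 (#8) in the others. In sample #2, 38.5% of all UMIs lay in these cells, against 61.1% to 87.1% in the other 11 samples. This sample also had 9893 barcodes with more than 100 UMIs, and no other sample had more than 2131. An FDR below 0.001 left 11558 cells. Most of this loss was in sample #2, which fell from 1807 to 1398 cells, and the next-largest fall was in #1, from 1199 to 1188. Cells at this FDR were not clustered, so that shares of cell types in #2 were not computed from them. Taking barcodes with at least 500 UMIs in place of EmptyDrops left 9712 cells. The total number moved most when at least 500 genes and at most 5% mitochondrial UMIs were required, which left 7966 cells.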

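For clustering, counts were normalized with SCTransform on 2000 variable genes, and the number of genes and UMIs, the mitochondrial and ribosomal percentages and the S and G2M scores were regressed out, as in the paper's methods. The transgene was left out of this step so that its expression could be measured afterwards. Louvain clustering on 30 principal components at a resolution of 0.5 gave 15 clusters with 30 to 2242 cells. The number was 11 at a resolution of 0.2 and 22 at a resolution of 1.0. In 1 cluster of 1227 cells, H-MYCN had the second-largest fold difference to the remaining cells, after Cartpt. Doublets were not removed, because the caller Scrublet marked 56 of the 11990 cells (0.467%). This lay below the 0.5% set as the least share for use of its calls, with an expected share of 5%. The true share was not measured, so that a low number of calls can mean few doublets or a failed caller.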

Clustering analysis discerned 13 cell clusters including the human MYCN^+^ and MYC target signature^+^ cell cluster (Supplementary Figures 2A and 2B). These clusters were annotated into 8 cell types based on the differential expression of cell markers and signature scores: human MYCN^+^ neuroblasts (*Cartpt*, *Dlk1*),^29,30^ ganglion cells (*Npy*, *Dbh*, *Th*),^29,30^ Schwann cells (*Plp1*, *Mpz*),^29,30^ fibroblasts (*Dcn*, *Gsn*),^31^ myofibroblasts (*Acta2*, *Myl9*),^32^ endothelial cells (*Pecam1*, *Egfl7*),^33^ macrophages (*Cd74*, *Fcer1g*),^34,35^ and natural killer T (NKT) cells (*Cd3g*, *Cd3d*, *Nkg7*)^36^ (Figure 2A and 2B, Supplementary Figure S2C, and Supplementary Table S1). 

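Clusters were named from marker lists taken from the paper's text and Table S1 before the data were examined. A cluster took a name when at least 50% of the list, and at least 3 markers, were at least 1.5 times as high in it as in all other cells and detected in at least 10% of its cells. This share was set after the clusters had been seen, and the names are therefore written as neuroblast-like, ganglion-like and so on. The named clusters covered 5187 neuroblast-like, 2727 ganglion-like, 2890 Schwann-like, 529 endothelial-like, 242 macrophage-like, 168 myofibroblast-like, 141 fibroblast-like and 43 NKT-like cells. A cluster of 63 cells with 4 of 19 ganglion markers stayed unnamed. It held 0.499% ± 0.32 (SD, n = 10) of the cells of 3-week-old Th-MYCN+/- mice, 2 of 618 WT cells and 1.27% of the 6-week-old sample. A neuroblast-like cluster of 2242 cells had a median of only 509 UMIs. A Schwann-like cluster of 674 cells had the stress genes Fos and Junb among its 10 genes with the largest fold difference. Each of the 18 mouse genes that the paper names as markers had its highest level in the class of the same name. Cartpt (ENSMUSG00000021647), a gene on chromosome 13 of GRCm38 from 99898489 to 99901091, had 381 CPM in all neuroblast-like cells together and 16.0 in fibroblast-like cells, the next class. Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) was detected in 93.0% of ganglion-like cells with every cell thinned to 500 UMIs. In neuroblast-like cells thinned in the same way, the share was 5.22%, near the 4.30% of endothelial-like cells, but Npy was uneven among them. In the 7 samples with at least 5 cells in each range of the axis described below, it had 4632 ± 3484 CPM (SD, n = 7) in the neuroblast-like cells nearest to ganglion cells and 120 ± 109 in the others (log2 fold change 5.39, standard error 0.42, adjusted p = 1.5e-09 in edgeR, higher in 6 of 7 samples). The median depth before thinning was 1155 UMIs in ganglion-like cells, 2774 in neuroblast-like cells and 1063 in endothelial-like cells. These genes served to name the clusters, so that their differences are not an independent result.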

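Of the 8 named classes, 6 were found in all 12 samples. Myofibroblast-like cells were found in 11 samples, and 0 of 1807 cells in sample #2 belonged to them, which allows a share of up to 0.166%. NKT-like cells were found in 9 samples. The samples without them were #1 (0 of 1199 cells, up to 0.250%), #2, and #10 (0 of 1127 cells, up to 0.266%). The largest class was Schwann-like in the WT sample, with 56.3% of the cells. Endothelial-like cells made up 11.2% of the WT sample, 3.07% of the 6-week-old sample and 4.26% ± 2.48 (SD, n = 10) of the 3-week-old Th-MYCN+/- samples.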

All cell types appeared in every sample group (Figure 2C). 

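In the SMG of the 3-week-old WT mouse, 41 of 618 cells fell into the neuroblast-like clusters, a share of 6.63% (95% confidence interval 4.80% to 8.89%). Clustering of log-normalized counts without regression moved this share most, to 0.485% (0.100% to 1.41%). These cells had a median of 348 UMIs, against 579 in the remaining WT cells. With every cell thinned to 200 UMIs, the 21 neuroblast markers had 0.683 UMIs per cell in them, 0.884 in all other WT cells and 6.64 in neuroblast-like cells of the 3-week-old Th-MYCN+/- mice. At this depth, a UMI of Dlk1 or Cartpt was found in 0 of the 41 cells, which allows a share of up to 7.32% with such a UMI, against 32.4% of the transgenic cells. The share of cells that express these genes can be higher than the share with a UMI. The 41 cells held 0 UMIs of H-MYCN among 47759, which allows up to 62.8 CPM in their sum. A single cell gave 32661 of these UMIs, so that this limit does not hold for the other 40.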

The “neuroblasts” cluster was even evident in SMG from 3-week-old WT mice, albeit in a low proportion. This suggests that undifferentiated/premature neuroblasts persist until this age during regular development or that they serve as tissue-resident stem cells.

**Figure 2.**
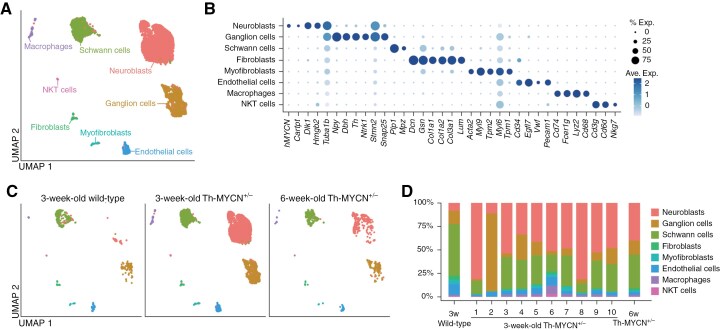
scRNA-seq of 8 cell types in Th-MYCN^+/−^ SMG. (A) UMAP with cell type annotations of 11,962 cells in SMG from 3-week-old WT (n = 1), 3-week-old Th-MYCN^+/−^ (n = 10), and 6-week-old Th-MYCN^+/−^ mice (n = 1). (B) Dot plot illustrating cell type-specific marker genes. (C) UMAP showing cell type annotations, color-coded by sample group. (D) Proportion of each identified cell type in each sample.

A commonly discussed mechanism for spontaneous regression is anti-tumor immune responses.^3,4^ ScRNA-seq of established tumors from Th-MYCN mice has demonstrated infiltration by macrophages, T cells, B cells, dendritic cells, and other myeloid cells.^37^ However, our data showed that, while NKT cells and macrophages were present in Th-MYCN^+/−^ SMG, they appeared in low proportions and also in WT mice (Figure 2C and D). These results suggested that the mechanism for fate determination was unlikely due to specific cell types, such as immune cells, implying that immune-mediated cell killing was not the primary reason for spontaneous regression in Th-MYCN^+/−^ mice.

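Macrophage-like cells made up 2.53% ± 2.28 (SD, n = 10) of the cells in SMG of 3-week-old Th-MYCN+/- mice, 1.62% (95% confidence interval 0.779% to 2.96%) in the WT sample and 1.80% (1.05% to 2.86%) in the 6-week-old sample. A resolution of 1.0 parted this cluster into 193 macrophage-like cells and 49 cells with B-cell markers. NKT-like cells made up 0.484% ± 0.934 (SD, n = 10) in the 3-week-old Th-MYCN+/- samples, 3 of 618 WT cells (0.485%, 0.100% to 1.41%) and 4 of 945 cells at 6 weeks (0.423%, 0.115% to 1.08%). Sample #6 had the highest share of each, with 8.63% macrophage-like and 3.09% NKT-like cells. The next-highest shares were 2.87% (#7) and 0.522% (#5), and without #6 the means were 1.86% ± 0.818 and 0.194% ± 0.189 (SD, n = 9).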

It is widely recognized that human neuroblastomas consist of 2 epigenetically regulated cell types: adrenergic/noradrenergic and mesenchymal/neural crest cell-like (NCC-like) cell types.^38,39^ 

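The sets of signature genes used in the paper come from cited work and were not used here. Instead, 20 adrenergic and 20 mesenchymal transcription factors were listed from general knowledge before the data were examined, and the UMIs of each list were summed per sample and class. The adrenergic list had 3329 ± 648 CPM (SD, n = 10) in neuroblast-like cells of the 3-week-old Th-MYCN+/- mice and 887 ± 356 in Schwann-like cells. The mean log2 difference was 1.98, positive in 10 of 10 samples (exact two-sided sign-flip permutation test, p = 0.00195, the smallest p that 10 pairs allow). Isl1 (ENSMUSG00000042258, chromosome 13 of GRCm38, 116298281 to 116309689) gave the most UMIs of this list in neuroblast-like cells, with 982 ± 172 CPM against 62.8 ± 74.5 in Schwann-like cells, and was also 1 of the 21 neuroblast markers. The mesenchymal list had 14.3 ± 3.39 CPM in neuroblast-like cells, 160 ± 143 in Schwann-like cells and 1234 ± 1262 in fibroblast-like cells. Its log2 difference between neuroblast-like and Schwann-like cells was −3.16, negative in 10 of 10 samples, with the same p. Benjamini-Hochberg adjustment over the 2 lists left both values unchanged. Ganglion-like cells had 3218 ± 487 CPM for the adrenergic list, and the difference from neuroblast-like cells (mean log2 difference 0.04) was within the spread between mice (p = 0.447, same test). Among 8 alternatives, the adrenergic difference moved most, to 2.23, with the stricter filter on genes and mitochondrial UMIs.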

We assessed signature scores for these cell-type-specific genes and found that MYCN^+^ neuroblasts predominantly expressed adrenergic/noradrenergic signatures but not mesenchymal/NCC-like signatures (Supplementary Figure S2D). Therefore, pre-cancerous neuroblasts identified at 3 weeks of age in Th-MYCN^+/−^ were primarily adrenergic/noradrenergic, suggesting that the previously defined epigenetically regulated cell states were not involved in fate determination at this stage.

### Trajectory Analysis Revealed a Unique Neuroblastoma Subtype Associated With Spontaneous Regression

We observed variations in the proportion of neuroblasts among 3-week-old Th-MYCN SMG samples. 

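Neuroblast-like cells made up 49.2% ± 20.4 (SD, n = 10) of the cells in the 3-week-old Th-MYCN+/- samples. The lowest share was 11.1% in sample #2 (200 of 1807 cells, 95% confidence interval 9.66% to 12.6%) and the highest was 80.5% in sample #1 (965 of 1199 cells, 78.1% to 82.7%). The shares of the other samples lay between 33.1% (#4) and 79.8% (#8). In the 6-week-old sample the share was 38.1% (35.0% to 41.3%). Over 7 alternatives the mean of the 10 samples lay between 48.7% and 53.2%, and it moved most with at least 500 genes and at most 5% mitochondrial UMIs per cell.

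**Figure D1:**
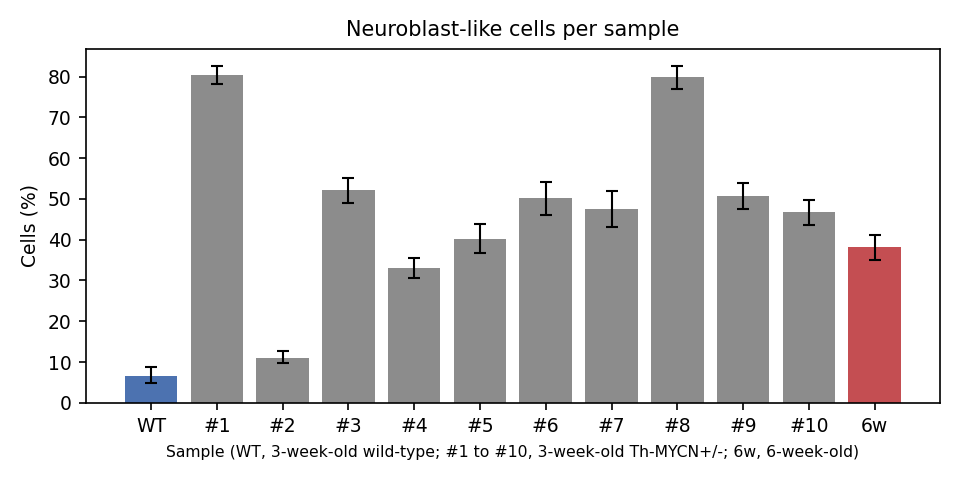
Percentage of neuroblast-like cells (y axis) in each of the 12 samples (x axis), with the 3-week-old WT sample in blue, the 3-week-old Th-MYCN+/- samples in grey and the 6-week-old sample in red. Error bars are exact 95% binomial intervals, and the 10 grey bars range from 11.1% (#2) to 80.5% (#1).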

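Ganglion-like cells made up 82.7% of sample #2 (1494 of 1807 cells, 80.9% to 84.4%). The other 9 samples of 3-week-old Th-MYCN+/- mice had at most 26.7% (#4), and their mean was 10.4% ± 8.00 (SD, n = 9), against 17.6% ± 24.1 (n = 10) with #2. Schwann-like cells, which made up 22.8% ± 11.6 (SD, n = 10) on average, were 6 of 1807 cells in #2 (0.332%). Of the 1338 cells in the largest ganglion-like cluster, 87.9% came from this sample. Its neuroblast-like cells lay in the same clusters as those of the remaining samples but in other proportions: 86.5% belonged to the cluster of low depth, against 42.5% elsewhere.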

Notably, sample “#2” was different, containing fewer neuroblasts and predominantly ganglion cells (Figure 2D). Therefore, we focused on the 2 primary cell types (neuroblast and ganglion cells) in the following samples: 3-week-old WT SMG, 3-week-old Th-MYCN^+/−^ SMG, and 6-week-old Th-MYCN^+/−^ SMG. We performed trajectory analysis to discern subtypes within these cells. To construct this trajectory, we relied on a previously reported dataset derived from a microarray analysis of Th-MYCN ganglia. We then selected gene sets that were either upregulated (associated with tumor progression) or downregulated (associated with ganglion differentiation) during tumorigenesis.^25^ The resulting trajectory began with a small cluster of cells (state 1) and branched into 2 arms: the left arm, consisting of ganglion cells (state 2), and the right arm, which comprised MYCN^+^ neuroblasts (state 3) (Figure 3A and Supplementary Figure S3A). 

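The gene sets behind this trajectory come from a cited microarray study and were not used here. As a stand-in, each neuroblast-like or ganglion-like cell was placed on an axis by the natural logarithm of the ratio of its UMIs in 108 ganglion genes to those in 26 malignant genes, with 1 added to each. These were genes of Table S2 called for those subtypes with a difference in detection of at least 30 percentage points. S and G2M phase genes, the transgene and any gene called between uncommitted and malignant cells were left out. The cyclin gene Ccnd1 remained on the malignant side. Every cell was thinned to 1000 UMIs, and the axis was rescaled so that the typical neuroblast-like cell lay at 0 and the typical ganglion-like cell at 1. The median position per 3-week-old Th-MYCN+/- sample lay between −0.0665 and 0.169 for neuroblast-like cells and between 0.862 and 1.12 for ganglion-like cells. H-MYCN, a human sequence without a position in the mouse genome, had 307 ± 150 CPM (SD, n = 10) in neuroblast-like cells and 2.38 ± 3.08 in ganglion-like cells. The mean log2 difference with a pseudocount of 1 was 6.84, positive in 10 of 10 samples (exact two-sided sign-flip permutation test, p = 0.00195). With a pseudocount of 10 it was 4.54, the largest move among 8 alternatives. In the WT sample, 0 UMIs of H-MYCN were found among 305588 UMIs of ganglion-like cells, which allows up to 9.82 CPM. At 6 weeks, the values were 445 (95% Poisson interval 416 to 476) in neuroblast-like and 4.71 (1.89 to 9.71) in ganglion-like cells. With every cell thinned to 500 UMIs, 14.6% of all neuroblast-like cells, 0.271% of ganglion-like cells and 0.0431% of Schwann-like cells had a UMI of H-MYCN. Between neuroblast-like and ganglion-like cells, 5317 of 7818 tested genes differed at an FDR below 0.05 in edgeR's quasi-likelihood test on counts summed per sample and class. Of these, 2723 were higher in neuroblast-like cells. Since the cells had been divided by their expression of such genes, this number describes the classes and is not evidence for them.

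**Figure D2:**
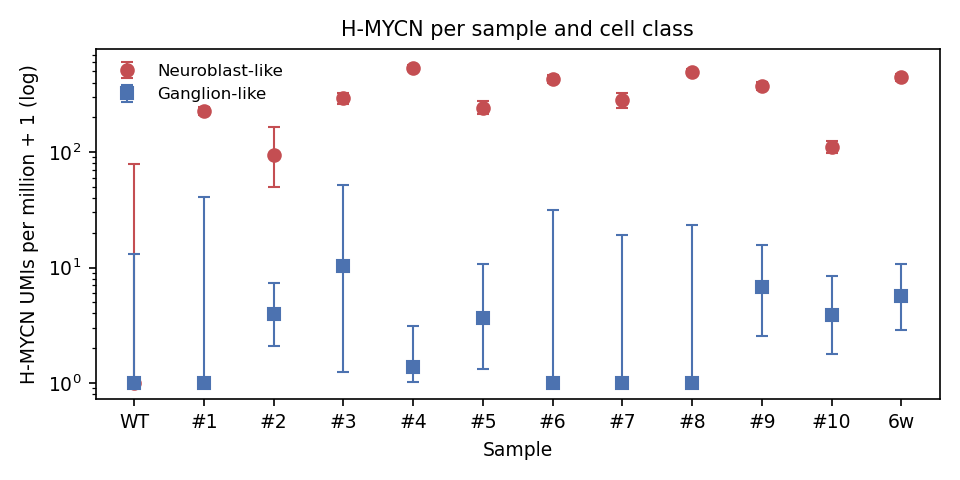
H-MYCN CPM plus 1 on a log axis (y) in each sample (x), in neuroblast-like cells (red circles) and ganglion-like cells (blue squares), with exact 95% Poisson intervals. Neuroblast-like cells lie above ganglion-like cells in all 10 samples of 3-week-old Th-MYCN+/- mice, whereas both classes are at 0 UMIs in the WT sample.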

Cells in state 1, present in all sample groups from WT and Th-MYCN^+/−^, included both neuroblasts and ganglion cells. This suggests that these cells were possibly undifferentiated, non-malignant neuroblasts or progenitors of ganglion cells (Figure 3B).

**Figure 3.**
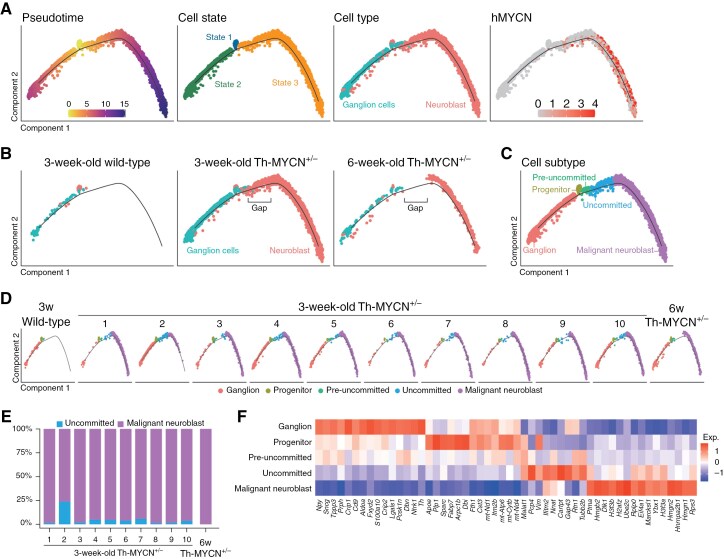
Trajectory analysis of ganglion cells and neuroblasts reveals a distinct neuroblastoma subtype. (A) Trajectory plots displaying pseudotime, cell state, cell type annotations from Figure 2, and human MYCN (hMYCN) expression via Monocle2. (B) Trajectory plots categorized by sample group with cell type annotations. (C) Cell subtype annotations derived from the trajectory plots in B. (D) Trajectory plots organized by sample with cell subtype annotations. (E) Proportion of uncommitted to malignant neuroblast populations per sample. (F) Heatmap depicting gene expression differences across cell subtypes.

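On the stand-in axis, the median position of the 272 neuroblast-like cells with at least 1000 UMIs from the 6-week-old mouse was −0.0132, inside the range of the 3-week-old Th-MYCN+/- samples. Of these cells, 5 (1.84%, 0.599% to 4.24%) lay at 0.3 or higher toward the ganglion end, 4 of them above 0.7. Before thinning, the 5 cells had a median of 43937 UMIs, against 6517 in the other 267. The lowest share among the 10 samples at 3 weeks was 2.12% (6 of 283 cells in #3), which lies within this interval. The 6-week share could thus not be told apart from that sample. Between 0.3 and 0.7 alone, a range chosen after the data were seen, the 6-week share was 0.368% (1 of 272 cells). The 3-week shares in this range lay between 0.541% (1 of 185 cells in #6) and 16% (#2). The 6-week value was thus the lowest, but it rests on 1 cell of 1 mouse and cannot decide whether the share falls with age. The alternatives gave between 0.368% and 5.59% for the 6-week-old sample.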

A comparison of trajectories across the 3 sample groups revealed a distinct separation between the 3-week-old and 6-week-old Th-MYCN^+/−^ samples (Figure 3B). Therefore, we introduced a classification system with 5 cell subtypes: ganglion, progenitor, pre-uncommitted, uncommitted, and malignant neuroblast. This classification was based on the relative positions of cells within the trajectories of the 3 sample groups (Figure 3C). Notably, the proportion of the newly assigned “uncommitted” cell population varied among the 3-week-old Th-MYCN^+/−^ SMG samples (Figure 3D and E). 

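The subtypes of the paper were drawn from positions in its trajectory plots. Here, neuroblast-like cells at 0.3 or higher on the stand-in axis are called the intermediate range and those below 0.3 the malignant range; both are ranges of a score and not cell types. Of 3042 neuroblast-like cells with at least 1000 UMIs in the 3-week-old Th-MYCN+/- samples, 120 lay in the intermediate range and 94 lay within 0.05 of the limit. Of the 120, 86 lay between 0.3 and 0.7, and 34 (28.3%) lay above 0.7, close to the positions of ganglion-like cells. The share in the intermediate range was 16% in sample #2 (4 of 25 cells, 4.54% to 36.1%) and between 2.12% and 7.53% in the other 9 samples (mean 3.85% ± 1.95, SD). Since 175 of the 200 neuroblast-like cells of #2 were too shallow, all cells were also thinned to 500 UMIs. The share was then 24.8% in #2 (29 of 117 cells, 17.3% to 33.6%) and at most 11.7% in each other sample. Without thinning it was 32% in #2 and at most 8.62% elsewhere. A limit of 0.2 moved the share in #2 most, to 40%. In the WT sample, a single neuroblast-like cell had 1000 UMIs, and it lay in the intermediate range. In each of the 7 samples with at least 5 cells in each range, the median number of UMIs in Schwann genes per cell was 0 in both ranges, but the means differed. They were 2.52 ± 2.33 in the intermediate range, 0.183 ± 0.0564 in the malignant range and 3.97 ± 1.45 in ganglion-like cells (SD, n = 7), and the intermediate range was higher in 7 of 7 samples. In sample #2, which is not among these, the means were 2.75 in the 4 intermediate-range, 2.43 in the 21 malignant-range and 3.92 in the 937 ganglion-like cells.

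**Figure D3:**
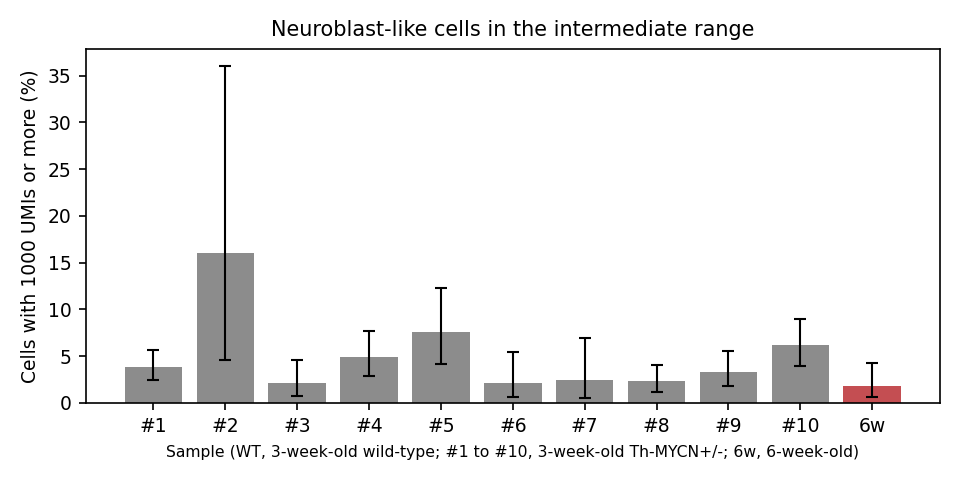
Percentage of neuroblast-like cells in the intermediate range (y axis), among cells thinned to 1000 UMIs, in each 3-week-old Th-MYCN+/- sample (grey) and the 6-week-old sample (red). Error bars are exact 95% binomial intervals, and that of #2 (4.54% to 36.1%) overlaps those of most other samples.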

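Expression of 42 S and 52 G2M phase genes was counted in cells thinned to 1000 UMIs in the 7 samples of 3-week-old Th-MYCN+/- mice with at least 5 cells in each range (#1, #3, #4, #5, #8, #9 and #10). Malignant-range cells, at the end of the axis opposite to ganglion cells, had 14.6 ± 0.578 UMIs in these genes per 1000 UMIs (SD, n = 7). Intermediate-range cells had 4.56 ± 2.55 and ganglion-like cells 1.83 ± 0.615. The difference between the ranges was 10.0 ± 2.56 and positive in 7 of 7 samples (exact two-sided sign-flip permutation test, p = 0.0156, the smallest p that 7 pairs allow). It moved most, to 13.5, when the axis was the first principal component. Without cells above 0.7, an alternative chosen after the data were seen, it was 9.22. Before thinning, intermediate-range cells had between 0.895 and 2.49 times the median UMIs of malignant-range cells in the same sample.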

Cells located at the extremity of the right arm exhibited elevated G2M and S phase scores (Supplementary Figure S3B). Moreover, these proliferating cells were absent in sample “#2” even though this sample exhibited a higher proportion of uncommitted cells (Figure 3D and E). 

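A cell was counted as cycling when it had a UMI of Mki67, Top2a, Cdk1 or Ube2c. In sample #2, 14 of 25 neuroblast-like cells thinned to 1000 UMIs were cycling (56%, 34.9% to 75.6%), against 53.8% to 72.4% in the other 9 samples of 3-week-old Th-MYCN+/- mice. With cells thinned to 500 UMIs, the share was 41.0% in #2 (48 of 117 cells, 32.0% to 50.5%) and 39.8% to 49.5% in the other 9. Without thinning, the share in #2 was 43.5% of 200 cells with a median of 567 UMIs, below the 56.2% to 72.3% of the deeper samples. Ganglion-like cells of #2 gave 1.52% (21 of 1386 cells, 0.940% to 2.31%) at 500 UMIs, with a median of 1232.5 UMIs before thinning against 756 in the neuroblast-like cells. Free RNA therefore does not account for a share of 41.0%. Within #2 at this depth, 45 of 88 malignant-range cells were cycling (51.1%, 40.2% to 61.9%) and 3 of 29 intermediate-range cells (10.3%, 2.19% to 27.4%).

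**Figure D4:**
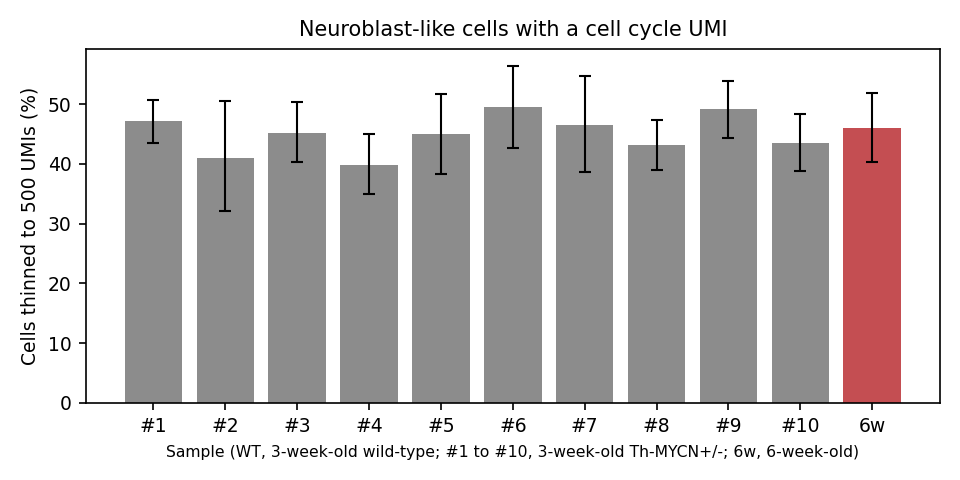
Percentage of neuroblast-like cells with at least 1 UMI of Mki67, Top2a, Cdk1 or Ube2c (y axis), with every cell thinned to 500 UMIs, in each 3-week-old Th-MYCN+/- sample (grey) and the 6-week-old sample (red). Error bars are exact 95% binomial intervals, and the value of #2 (41.0%) lies inside the range of the other 9 grey bars (39.8% to 49.5%).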

Considering that 20% of Th-MYCN^+/−^ mice underwent spontaneous regression of neuroblast hyperplasia, we hypothesized that this uncommitted cell population was linked to this observed phenomenon.

Differentially expressed genes were identified for each cell subtype (Figure 3F and Supplementary Table S2). In the uncommitted population, only 9 genes were significantly overexpressed compared to other cell types (Supplementary Table S2). However, 46 genes showed significant overexpression when compared directly with the malignant neuroblast population (Supplementary Table S2). 

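Counts were summed per sample for intermediate-range cells and for all remaining neuroblast-like and ganglion-like cells together, and compared with edgeR's quasi-likelihood test with the sample as a block (n = 7 mice, 6830 genes). At an FDR below 0.05, 849 genes differed, of which 213 were higher and 636 lower in intermediate-range cells. Without the block, 421 genes differed and 28 were higher. With a limit of 0.2 for the range, 92 differed and 6 were higher. Without cells above 0.7, an alternative chosen after the data were seen, 121 differed and 27 were higher. The smallest number, 26, came from cells thinned to 500 UMIs with the larger estimate of free RNA subtracted, also chosen after the data were seen. Of the 9 genes called in Figure 3F (Malat1, Pcp4, Vim, Ifitm2, Nnat, Cartpt, Gap43, Rtn1 and Tubb2b), 8 had a positive log2 fold change, and Ifitm2 was at −0.15. Gap43, Vim, Rtn1, Tubb2b and Pcp4 passed the threshold, although over the alternatives the number passing lay between 0 and 7. Gap43 (ENSMUSG00000047261, chromosome 16 of GRCm38, 42248442 to 42340651) had 3617 ± 1194 CPM (SD, n = 7) in intermediate-range cells and 2408 ± 542 in the others. Its log2 fold change was 0.56 (standard error 0.15, adjusted p = 0.0125 from the same edgeR test, higher in 7 of 7 samples). Malat1, a long non-coding RNA (ENSMUSG00000092341), reached a log2 fold change of 0.41 and an adjusted p of 0.0858 in edgeR.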

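Intermediate-range and malignant-range cells were compared in the same way, on sums of 6 to 24 intermediate-range cells per sample with 15967 to 443622 UMIs. Of 6220 genes, 2426 differed at an FDR below 0.05, and 1064 of them were higher in intermediate-range cells. Genes of the axis itself made up 121 of the 2426. Clustering of log-normalized counts gave 637 genes and no filter on low counts 4312. Without cells above 0.7, an alternative chosen after the data were seen, 646 differed and 268 were higher, so that the number depends on the cells nearest to ganglion cells. All 46 genes listed in Table S2 for uncommitted cells had a positive log2 fold change, with a median of 1.31, and 44 passed the threshold (37 without cells above 0.7). The number was also 44 when p was adjusted over the list alone. As a set, the list was shifted upward in limma's fry test (p = 0.0024). Against all other neural cells, its upward shift had p = 0.059 in this test. The list was also lower in neuroblast-like than in ganglion-like cells (fry test, p = 2.1e-09). Since the study chose these genes on the same samples, none of this is independent evidence. The largest rise among genes with the same sign in 7 of 7 samples was in Tm4sf4 (ENSMUSG00000027801, chromosome 3 of GRCm38, 57425314 to 57441677), from 3.76 ± 1.55 to 143 ± 91.8 CPM (SD, n = 7). Its log2 fold change was 5.32 (standard error 0.35, adjusted p = 6.7e-11 in edgeR's quasi-likelihood test). Nbl1, Eno2, Asic2 and Parva followed, with log2 fold changes between 4.59 and 5.11, of which Parva is a gene of the axis.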

The PANTHER overrepresentation test^22^ revealed that these uncommitted genes (46 genes) were enriched in gene ontology terms associated with neuronal processes, such as “neuron death” (GO:0070997), “synaptic vesicle cycle” (GO:0099504), and “axon” (GO:0030424) (Supplementary Figure S4A). Using the Enrichr platform,^23^ we identified potential regulatory transcription factors for these uncommitted genes, including KLF4 and RUNX1 (Supplementary Figure S4B). Given the limited number of genes, confidence in the statistical significance of these findings was reserved. However, certain uncommitted-specific genes have been reported to be associated with neuroblastoma. For instance, MALAT1, a long non-coding RNA, plays a role in cell migration and invasion,^40^ as well as in neuronal differentiation.^41^ Both PCP4 and RTN1 are associated with neuroblastoma.^42,43^ Furthermore, KLF4 and RUNX1 are expressed in favorable neuroblastomas, and their expression is known to suppress neuroblastoma cell growth.^44,45^ Therefore, these genes might play pivotal roles in promoting the uncommitted population, potentially leading to pre-cancerous spontaneous regression.

In contrast, 125 genes were significantly overexpressed in malignant neuroblast populations relative to uncommitted ones (Supplementary Table S2). These malignant neuroblast genes (125 genes) were enriched in gene ontology terms associated with cell division (“regulation of chromosome segregation” [GO:0051983]), transcription (“regulation of mRNA processing” [GO:0050684]), and translation (“cytoplasmic translation” [GO:0002181]) (Supplementary Figure S4A). 

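In the same comparison, 1362 genes were lower in intermediate-range than in malignant-range cells (378 without cells above 0.7). All 125 genes listed in Table S2 for malignant neuroblasts had a negative log2 fold change, with a median of −1.46. Of these, 122 passed the threshold, 124 when adjusted over the list alone, and 106 without cells above 0.7. The set was shifted downward in limma's fry test (p = 0.00018), with the same limit on independence. The largest falls were in cell division genes. Lrr1 (chromosome 12, 69168814 to 69179009), Kif11 (chromosome 19, 37376403 to 37421859) and Bub1 (chromosome 2, 127801122 to 127831865) had 310, 296 and 278 UMIs in malignant-range cells of the 7 samples together. In intermediate-range cells they had 0 among 1118126 UMIs. Setting the latter to 3 UMIs over the whole group, these genes were at least 10.8-fold, 10.3-fold and 9.64-fold lower in intermediate-range cells. Of the 1118126 UMIs behind these limits, 443622 came from sample #10. Nuf2 fell by 5.72 on the log2 scale (standard error 0.63, adjusted p = 2.2e-07 in edgeR, lower in 7 of 7 samples), from 640 UMIs to 1.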

Enrichr analysis highlighted possible transcriptional regulators of these genes, including MYC (Supplementary Figure S4B). Given the elevated MYCN expression (Supplementary Table S2) and cell cycle scores (Supplementary Figure S3B), we inferred that the malignant neuroblast population was highly proliferative and represented a more malignant undifferentiated neuroblastoma cell type. This suggests they are primarily responsible for the eventual development of neuroblastoma tumors in Th-MYCN^+/−^ mice.

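H-MYCN had 170 ± 155 CPM (SD, n = 7) in intermediate-range cells and 375 ± 172 in malignant-range cells. The log2 fold change was −1.62 (standard error 0.36, adjusted p = 0.00099 in edgeR's quasi-likelihood test with the sample as a block), with lower values in 6 of 7 samples. Without intermediate-range cells above 0.7, an alternative chosen after the data were seen, it was −0.35 (adjusted p = 0.405, and 1.3e-13 to 0.437 over all alternatives), so that the lower H-MYCN depends on the cells nearest to ganglion cells. Among the other cell cycle genes examined, Top2a had a log2 fold change of −4.59 (adjusted p = 1.8e-09), Cdk1 of −3.94 and Mki67 of −2.88, all lower in 7 of 7 samples. From the higher MYCN expression and cell cycle scores, the paper infers that the malignant neuroblast population was highly proliferative and of a more undifferentiated type. It proposes that these cells give rise to the tumors.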

### Unique Neuroblastoma Subtype Emerges Exclusively During Early Tumorigenesis

To validate the existence of an uncommitted population and investigate its dynamics during tumorigenesis, we performed RNA in situ hybridization (RNA-ISH). We selected human MYCN as a pan-universal neuroblastoma marker, with Prph and Ube2c signifying uncommitted and malignant neuroblast populations, respectively. While Prph was expressed in ganglion cells, its differential expression and the delta value of percentage cells expressed between the 2 populations made it a suitable choice (Supplementary Table S2). 

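Prph (ENSMUSG00000023484), a gene for the neuronal filament protein peripherin on chromosome 15 of GRCm38 from 99055174 to 99058978, had 2764 ± 1779 CPM (SD, n = 7) in intermediate-range cells. In malignant-range cells it had 236 ± 109, a log2 fold change of 3.42 (standard error 0.29, adjusted p = 5.3e-09 in edgeR's quasi-likelihood test, higher in 6 of 7 samples). Prph was also among the markers that named the ganglion-like clusters, and the ranges were cut along an axis toward ganglion cells. A rise of Prph is therefore partly built in. With every cell thinned to 1000 UMIs, Prph was detected in 56.7% of 120 intermediate-range cells (47.3% to 65.7%), 12.4% of 2922 malignant-range cells (11.2% to 13.6%) and 95.2% of ganglion-like cells. The share in Schwann-like cells, 5.98% at a median of 1486 UMIs before thinning, gives the level of free RNA. Malignant-range cells had a median of 4120 UMIs before thinning. Ube2c (ENSMUSG00000001403), which encodes a ubiquitin-conjugating enzyme of mitosis on chromosome 2 from 164769898 to 164778822, had 110 ± 114 CPM in intermediate-range cells and 1351 ± 227 in malignant-range cells. Its log2 fold change was −4.39 (standard error 0.44, adjusted p = 5.2e-08 in edgeR, lower in 7 of 7 samples). It was detected in 8.33% (4.07% to 14.8%) of thinned intermediate-range cells, 46.2% (44.3% to 48.0%) of malignant-range cells and 1.38% of ganglion-like cells.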

We initially performed RNA-ISH on frozen sections of SMG tissue from 2-week-old and 6-week-old Th-MYCN^+/−^ mice. In SMG samples from 2-week-old Th-MYCN^+/−^ mice, most MYCN^+^ neuroblastoma cells expressed Ube2c (Figure 4A). Notably, within these MYCN^+^ cell clusters, some cells appeared Prph^+^ and some seemed co-localized, making it challenging to ascertain whether any cells expressed both MYCN and Prph. In contrast, in SMG samples from 6-week-old Th-MYCN^+/−^ mice, most MYCN^+^ neuroblastoma cells were Ube2c^+^, expanding in tandem with MYCN^-^/Prph^+^ ganglion cells (Figure 4A). We confirmed the similar expression pattern of Prph by immunofluorescence staining in serial sections (Supplementary Figure S5A). Owing to the proximity of cells and challenges in single-cell quantification on tissue sections, we subsequently performed RNA-ISH on cytocentrifuged cells post-enzymatic tissue dissociation. We distinctly observed MYCN^+^/Prph^+^ uncommitted cells and MYCN^+^/Ube2c^+^ malignant neuroblast cells in SMG samples from 3-week-old Th-MYCN mice (Figure 4B). Signal spot quantification per cell (illustrated in “Analyzed” in Figure 4B) revealed MYCN^+^/Prph^+^ cells were present in SMG samples from 1-, 2-, and 3-week-old Th-MYCN^+/−^ mice. However, their presence waned in SMG samples from 6-week-old Th-MYCN^+/−^ mice and tumor tissue from 3-week-old Th-MYCN^+/+^ mice (Figure 4C). Although the proportion of MYCN^+^/Prph^+^ cells fluctuated between mice, a clear decline correlated with age (Figure 4D). Importantly, 1 SMG specimen from 3-week-old Th-MYCN^+/−^ mice (#1) exhibited a substantial number of MYCN^+^/Prph^+^ cells relative to other samples, implying that this mouse may undergo spontaneous regression. These results suggest that the uncommitted cell population emerges in the early tumorigenesis stages but diminishes with tumor growth. In other words, individuals who undergo malignant transformation or bypass spontaneous regression pathways tend to exhibit tumor growth.

**Figure 4.**
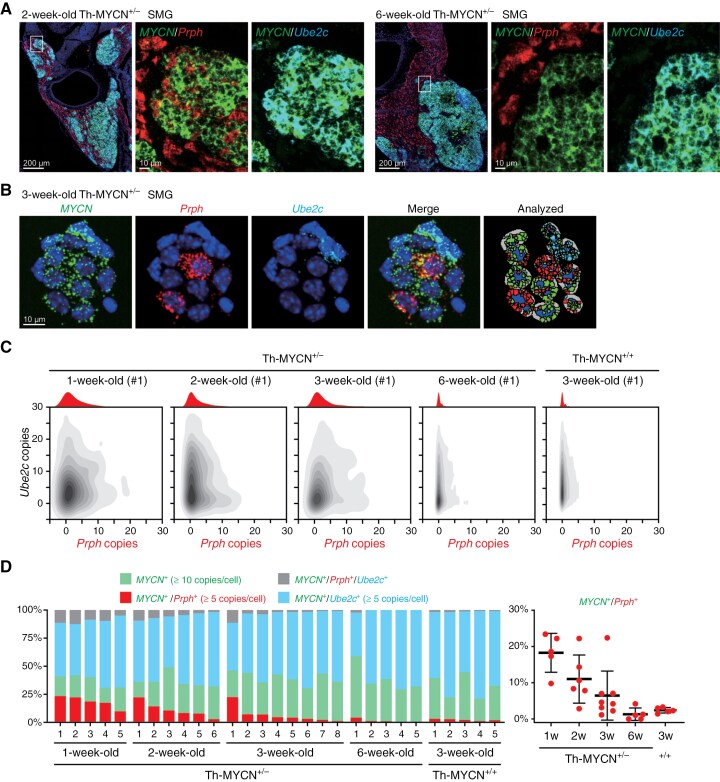
RNA-ISH revealed variations in the uncommitted population in Th-MYCN^+/−^ SMG. (A) RNA-ISH of MYCN, Prph (uncommitted marker), and Ube2c (malignant neuroblast marker) with DAPI (blue) on frozen sections of SMGs from 2-week-old and 6-week-old Th-MYCN^+/−^ mice. (B) RNA-ISH of MYCN, Prph, and Ube2c with DAPI (blue) on cytocentrifuged dissociated cells of SMGs from 3-week-old Th-MYCN mice. Signal spots per cell were analyzed and quantified using HALO. (C) Representative 2D density plots showing quantified *Prph* and *Ube2c* copies in MYCN^+^ cells. A histogram for MYCN^+^/Prph^+^ cells is displayed above the plot in red. (D) Distribution of MYCN^+^/Prph^+^ uncommitted cells in each sample (left), accompanied by a summary dot plot (right).

### Functional and Clinical Relevance of the Th-MYCN^+/−^ Neuroblastoma Subtype

We previously determined the optimal spheroid culture conditions for pre-cancerous neuroblasts from Th-MYCN SMG and performed a microarray analysis to identify genes highly expressed in Th-MYCN spheres.^26^ The signature score of these Th-MYCN sphere genes was higher in the malignant neuroblast population compared to other subtypes (Figure 5A). This finding suggests that spheroid culture selectively enriches and expands the malignant neuroblast population in Th-MYCN mice, presenting a valuable tool for in vitro functional studies. We employed 3-week-old Th-MYCN^+/−^ spheres and lentivirus-mediated short hairpin RNAs (shRNAs) to target 4 genes (*Ptma*, *Hmgb2*, *Dlk1*, and *Ube2c*) that exhibited high expression in the malignant neuroblast population (Figure 3F and Supplementary Table S2). 

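The sphere cultures themselves are not analysed here, and the values are those of cells in SMG of 3-week-old Th-MYCN+/- mice. Hmgb2 (ENSMUSG00000054717, chromosome 8 of GRCm38, 57511907 to 57515999) had 2415 ± 416 CPM (SD, n = 7) in malignant-range and 405 ± 426 in intermediate-range cells. Its log2 fold change from malignant to intermediate range was −3.25 (standard error 0.37, adjusted p = 3.8e-07 in edgeR's quasi-likelihood test). Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) had 2148 ± 524 and 731 ± 699, with a log2 fold change of −2.22 (standard error 0.36, adjusted p = 3.7e-05). Ptma (ENSMUSG00000026238, chromosome 1, 86526726 to 86530712) had 15482 ± 1696 and 6412 ± 2401, with a log2 fold change of −1.36 (standard error 0.17, adjusted p = 8.7e-07). The annotation also lists a processed pseudogene of Ptma, so that its count is uncertain. Each of the 3 was lower in intermediate-range cells in 7 of 7 samples and passed the threshold under all 21 alternatives run. Hmgb2 and Dlk1 were also among the markers that named the neuroblast-like clusters.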

Each of the 3 different shRNAs targeting these genes significantly reduced the respective target gene mRNA and protein expressions by more than 50%, 3 days post-infection (Figure 5B and Supplementary Figure S6A). The knockdown of these malignant neuroblast genes may have led to the increased apoptosis as shown by cleaved caspase-3 (Supplementary Figure S6A), as well as potential increase in the expression of uncommitted genes to some extent (Supplementary Figure S7A). The knockdown of all these genes suppressed sphere formation 6 days post-infection (Figure 5C). Therefore, several genes enriched in the malignant neuroblast population (*Ptma*, *Hmgb2*, *Dlk1*, and *Ube2c*) play a crucial role in sustaining Th-MYCN^+/−^ derived spheres. This finding underscores that the acquisition of such malignant neuroblast gene expressions is pivotal for the full development of a macroscopic tumor in Th-MYCN^+/−^ mice.

**Figure 5.**
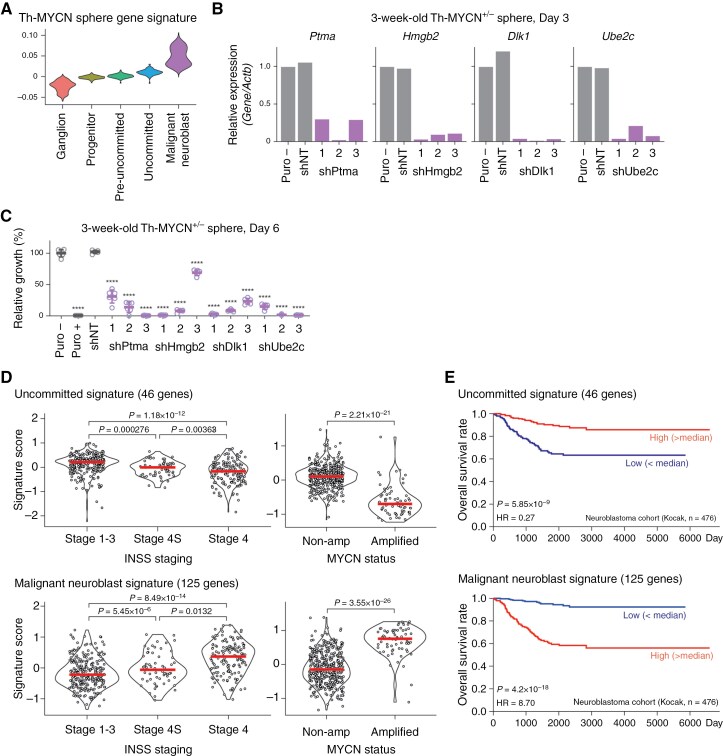
Functional and clinical relevance of the Th-MYCN^+/−^ neuroblastoma subtype. (A) Violin plots displaying Th-MYCN sphere gene signature scores from a previous study.^38^ (B, C) Relative mRNA expression of malignant neuroblast genes (B) and relative growth rates of 3-week-old Th-MYCN^+/−^ spheres infected with lentiviruses bearing shRNAs targeting these genes (C). Spheres infected with lentivirus were exposed to puromycin (0.2 μg/mL) for selection. “Puro” denotes spheres without infection and puromycin selection, while “shNT” indicates the non-targeting shRNA control. Data are presented as average ± SD. ns, not significant; **** *P* < .0001. (D) Violin plots showing signatures of uncommitted and malignant neuroblast genes in patients with neuroblastoma (Kocak cohort), categorized by INSS staging or MYCN status. (E) Kaplan–Meier survival curves representing the overall survival of patients with neuroblastoma, grouped by the median of signature scores for uncommitted and malignant neuroblast genes (high, red; low, blue). Associated log-rank *t*-test *P*-values are shown.

Lastly, we investigated the clinical relevance of Th-MYCN^+/−^ neuroblastoma subtype signatures in human neuroblastoma utilizing the expression dataset from a large neuroblastoma cohort (Kocak cohort, GSE45547).^27^ Signature scores for uncommitted genes (46 genes) and malignant neuroblast genes (125 genes) were computed for each tumor. A heightened expression of the uncommitted gene signature was discerned in patients with favorable stages (stages 1-3 and stage 4S) and in those with non-amplified MYCN neuroblastoma (Figure 5D). In contrast, the malignant neuroblast gene signature was more prevalent in patients with stage 4 and those with amplified MYCN neuroblastoma (Figure 5D). The uncommitted gene signature was linked to a more favorable prognosis, whereas the malignant neuroblast gene signature indicated a poorer prognosis (Figure 5E). While the uncommitted gene signature was not specifically enriched in patients with stage 4S neuroblastoma, its elevated expression in neuroblastoma cases with favorable outcomes might hint that this specific neuroblastoma subtype holds the key to deciphering the relationship between neuroblastoma’s spontaneous regression and tumor progression.

## Discussion

Mechanisms underlying the spontaneous regression of neuroblastoma remain enigmatic, although some possible mechanisms have been proposed.^3,4^ In this study, we observed a pre-cancerous spontaneous regression-like phenomenon in Th-MYCN^+/−^ mice. To decipher the cellular and molecular underpinnings of this event, we utilized scRNA-seq and identified an “uncommitted” neuroblastoma subtype. This subtype exhibited a neuronal gene expression pattern, suggesting a slightly differentiated state. Although the exact sequence of neuroblastoma transformation is uncertain, our RNA-ISH assessment revealed that this unique uncommitted subtype emerges in early stages and diminishes with age. Notably, the highest uncommitted gene signature scores were observed in human neuroblastomas at stages 1 to 3 but were absent in stage 4S (Figure 5F). This suggests that Th-MYCN^+/−^ might not perfectly represent the biology of stage 4S neuroblastoma. The uncommitted gene signature likely resembles pre-cancerous regression observed in favorable neuroblastomas, such as those identified via mass urinary screening.^3,4^

A noteworthy aspect of our study pertains to the observed fate divergence within the same genetic backdrop (in our case, 129^+ter^/Svjcl mice). This discrepancy may be attributed to *MYCN* gene dosage. All Th-MYCN homozygote mice succumbed to tumors, underscoring the importance of *MYCN* gene expression in driving/promoting macroscopic tumor development. In the case of hemizygote mice, every SMG sample from 3-week-old Th-MYCN^+/−^ mice exhibited MYCN^+^ cells. However, scRNA-seq data indicated marginally reduced MYCN expression in uncommitted cells compared to malignant neuroblasts (Supplementary Table S2). Therefore, in uncommitted cells, intricate mechanisms might modulate MYCN expression at transcriptional levels or mRNA stabilization. 

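With every cell thinned to 1000 UMIs, H-MYCN was detected in 17 of 120 intermediate-range cells (14.2%, 8.47% to 21.7%) and in 739 of 2922 malignant-range cells (25.3%, 23.7% to 26.9%) of the 3-week-old Th-MYCN+/- mice. It was detected in 0 of 1448 ganglion-like cells (up to 0.207%) and 0.844% of endothelial-like cells thinned in the same way. Intermediate-range cells had a median of 5077 UMIs before thinning. These shares pool cells of 10 mice, whose neuroblast-like cells had between 94.1 and 535 CPM of H-MYCN, and the intervals leave this spread out. Sample #10, with 110 CPM, gave 24 of the 120 intermediate-range and 366 of the 2922 malignant-range cells. Unequal parts of the mice can thus account for some of the pooled difference. Under 19 of 21 alternatives, the lower expression in intermediate-range cells stayed below an FDR of 0.05. With log-normalized clustering the log2 fold change of H-MYCN was −0.32 (adjusted p = 0.437 in edgeR). Without cells above 0.7, an alternative chosen after the data were seen, it was −0.35 (adjusted p = 0.405), and with a limit of 0.4 it was −2.81.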

Another possibility is that the acquisition of malignant characteristics requires additional genetic/epigenetic changes to fully promote tumor growth, which could be induced by MYCN dosage. Given that this fate separation event manifests during early development when normal developmental processes are ongoing, several environmental variables, including maternal factors during weaning, might play a role. Although we did not delve into the weaning effect, maternal factors could potentially influence neuroblastoma development, as previously reported.^46^ Single-cell RNA-sequencing of tumors derived from Th-MYCN mice in previous studies has demonstrated the presence of immune cells within the tumor tissue.^37^ These findings suggest that, in late-stage tumors, immune cells may constitute a significant component of the tumor microenvironment and potentially play a critical role in tumor progression or regulation. 

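The 43 NKT-like cells had a median of 812 UMIs. Cd3g (ENSMUSG00000002033 in GRCm38, chromosome 9, 44969572 to 44980431) had 2031 CPM in these cells together, and with cells thinned to 500 UMIs it was detected in 55.9% of 34 NKT-like cells (37.9% to 72.8%) and 0 of 3987 neuroblast-like cells (up to 0.0752%). Of the 43 cells, 19 came from sample #6. A stricter filter, with at least 500 genes and at most 5% mitochondrial UMIs per cell, left no NKT-like cluster.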

While our scRNA-seq data indicated the presence of NKT cells, they were scarce and even present in WT mice. Our results indicate that the number of immune cells is relatively low during the early stages of tumorigenesis; however, further studies are needed to determine whether immune cells are involved in tumor progression or spontaneous tumor regression. The potential effects of telomere shortening or nutrient deprivation via the NGF and TrkA pathways were not assessed in this study. However, the genes *Tert* (encoding telomerase), *Ngf*, and *Ntrk1* (encoding TrkA) were not differentially expressed between the uncommitted and malignant neuroblast populations (Supplementary Table S2). Therefore, established theories of spontaneous regression do not account for the observed phenomena in this animal model.

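Tert did not have enough UMIs to enter the comparison of intermediate-range and malignant-range cells. With every cell thinned to 1000 UMIs, Tert (ENSMUSG00000021611, chromosome 13 of GRCm38, 73626911 to 73649843) was detected in 2 of 120 intermediate-range cells (1.67%, 95% confidence interval 0.202% to 5.89%) and 7 of 2922 malignant-range cells (0.240%, 0.0964% to 0.49%) of the 3-week-old Th-MYCN+/- mice. When all genes were tested on counts that were not thinned, the log2 fold change was −0.79 (adjusted p = 0.712 in edgeR, n = 7 samples). The share and the fold change thus point in opposite directions, and a difference in Tert was not detectable at this depth.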

This study has several limitations. First, we were not able to identify critical factors, such as transcription factors that govern fate separation, specifically the induction of an uncommitted population or malignant neuroblastoma formation. In fact, we focused on the transcription factor Klf4, identified by Enrichr as potentially regulating uncommitted genes (Supplementary Figure S4B). RNA-ISH revealed MYCN^+^/Klf4^+^ cells, but they were scarce (less than 1%) (data not shown), making it challenging to ascertain Klf4 as the definitive regulator of uncommitted genes. Second, isolating the uncommitted population from Th-MYCN^+/−^ SMG tissue for functional experiments proved challenging. While a minor difference in gene expression between uncommitted and malignant neuroblast populations was noted, the absence of a distinguishing cell surface antigen for the isolation of cells using antibodies (Supplementary Table S2). Third, we attempted to ectopically express uncommitted genes in Th-MYCN^+/−^ derived spheres as a source of malignant neuroblasts (Supplementary Figure S8). We hypothesized that ectopic expression of uncommitted genes in Th-MYCN^+/−^ spheres would suppress sphere growth. However, such results were not observed. In fact, we were not able to overexpress these genes, possibly owing to the presence of potent gene suppression mechanisms in Th-MYCN spheres. We also acknowledge that sphere models may not fully capture the biology of intact ganglia in mice, as we have previously shown,^26^ particularly missing potential interactions with host cells and the involvement of multiple regulatory networks that may influence fate decisions in pre-malignant neuroblasts undergoing regression or progression to tumors. Collectively, this warrants further investigation into the functional assessment of the uncommitted population and future studies using emerging technologies such as spatial transcriptomics and lineage tracing may help clarify the molecular mechanisms underlying tumor progression or regression.

Nevertheless, our study revealed the previously unknown neuroblastoma uncommitted subtype, manifesting early in pathogenesis, and highlighted a novel mechanism underlying spontaneous neuroblastoma regression. To comprehensively understand the elusive mechanisms behind this spontaneous regression, further research using this model—alongside human neuroblastoma samples from the early stage of tumorigenesis (such as tumor tissues previously investigated by mass screening) or those from stage 4S patients are needed to fully understand the mechanisms underlying spontaneous regression.

## Supplementary material

Supplementary material is available online at *Neuro-Oncology* (https://academic.oup.com/neuro-oncology).

noaf129_Supplementary_Figure_S1

noaf129_Supplementary_Material

noaf129_Supplementary_Figure_S2

noaf129_Supplementary_Figure_S2D

noaf129_Supplementary_Table_S1

noaf129_Supplementary_Figure_S3

noaf129_Supplementary_Table_S2

noaf129_Supplementary_Figure_S4

noaf129_Supplementary_Figure_S5

noaf129_Supplementary_Figure_S6

noaf129_Supplementary_Figure_S7

noaf129_Supplementary_Figure_S8

## Data Availability

The single-cell RNA-sequencing data generated in this study are publicly available at Gene Expression Omnibus (GEO) at GSE247665.

# Supplementary material for: Trajectory analysis reveals an uncommitted neuroblastic state in MYCN-driven neuroblastoma development
**Source:** Neuro Oncol. 2025 Jun 24;27(10):2671–83. doi: 10.1093/neuonc/noaf129
**Supplement:** noaf129_Supplementary_Material

**Supplementary Methods**

**Immunofluorescence staining**

Frozen sections were prepared as described above. The slides were immersed in D-PBS, blocked with blocking solution (5% normal goat serum in 0.3% Triton X-100/D-PBS), and incubated overnight with primary antibodies; MYCN (84406, CST); Prph (ab246502, abcam); Ube2c (ab252940, abcam) in antibody diluent (1% BSA, 0.3% Triton X-100/D-PBS). The slides were then incubated with secondary Alexa Fluor 647-labelled anti-Rabbit IgG (A32733, Invitrogen) with 4',6-Diamidino-2-phenylindole (DAPI) (D523, Dojindo) in antibody diluent. The slides were mounted with Prolong Gold Antifade Mountant (P36930, Invitrogen), and SpinSR10 was used to capture images.

**shRNA clone IDs and preparation of lentivirus**

The RNAi Consortium Clone IDs included: shPtma_#1, TRCN0000125363; shPtma_#2, TRCN0000417585; shPtma_#3, TRCN0000434086; shHmgb2_#1, TRCN0000301407; shHmgb2_#2, TRCN0000304268; shHmgb2_#3, TRCN0000304269; shDlk1_#1, TRCN0000334812; shDlk1_#2, TRCN0000334895; shDlk1_#3, TRCN0000363827; shUbe2c_#1, TRCN0000241128; shUbe2c_#2, TRCN0000241130; and shUbe2c_#3, TRCN0000241131.

Each lentivirus plasmid, combined with the Lentiviral High Titer Packaging Mix (6194, Takara Bio), was transfected into Lenti-X 293T cells using the TransIT-Lenti Transfection Reagent (V6603, Takara Bio). After 48 h post-transfection, the lentivirus-containing medium was collected and concentrated using the PEG-it Virus Precipitation Solution (LV810A-1, System Biosciences). The functional lentivirus titer was then ascertained using Lenti-X 293T cells through puromycin selection (ant-pr-1, InvivoGen), establishing a multiplicity of infection at 10. For the selection of lentivirus-infected cells, the puromycin concentration was set to 1 μg/mL for Lenti-X 293T cells and 0.2 μg/mL for the spheres.

**qPCR primer sequence**

The following primer sets were used:

| Gene | Forward | Reverse |
| --- | --- | --- |
| Mouse *Actb* | CACTGTCGAGTCGCGTCC | CGCAGCGATATCGTCATCCAT |
| Mouse *Ptma* | CTCTCGCCAGAGTCCTCGAA | GGAGCTGGTATCCACTGCC |
| Mouse *Hmgb2* | GCTCGTTATGACAGGGAGATG | TTGCCCTTGGCACGGTATG |
| Mouse *Dlk1* | AGTGCGAAACCTGGGTGTC | GCCTCCTTGTTGAAAGTGGTCA |
| Mouse *Ube2c* | CTCCGCCTTCCCTGAGTCA | GGTGCGTTGTAAGGGTAGCC |
| Mouse *Malat1* | TCGGCCTTGTAGATTAAAACGAA | AACGGCCGTCAACTTAACCT |
| Mouse *Pcp4* | GTGAGAGACAAAGTGCCGGA | TCTCTGGTGCATCCATGTCG |
| Mouse *Vim* | CGGCTGCGAGAGAAATTGC | CCACTTTCCGTTCAAGGTCAAG |
| Mouse *Ifitm2* | TGGGCTTCGTTGCCTATGC | AGAATGGGGTGTTCTTTGTGC |
| Mouse *Nnat* | AGCAGCACCGACAATGATGA | GGTGCCTACGCCCATATCTC |
| Mouse *Cartpt* | TGACTGTCCCCGAGGAACTT | ATATGGGAACCGAAGGTGGC |
| Mouse *Gap43* | TGGTGTCAAGCCGGAAGATAA | GCTGGTGCATCACCCTTCT |
| Mouse *Rtn1* | ACTGCCGATTCCACCAAGATG | TCCCGCCAGTACAGAAGGT |
| Moues *Tubb2b* | AGGCGGAGAGCAACATGAAT | CTTGGCCTGGGGAACTCAAG |

**Western blotting**

Protein was extracted in cell lysis buffer (20 mM Tris-Cl (pH 7.5), 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton X-100) containing cOmplete protease inhibitor cocktail (4693124001, Roche). The proteins were heated for 5 minutes at 95°C in sample buffer (62.5 mM Tris-Cl (pH6.8), 2% SDS, 10% Glycerol, 100 mM DTT). Denatured proteins were subjected to electrophoresis, transferred to a nitrocellulose membrane, blocked with 5% skim milk/TBST, and incubated overnight with primary antibodies. The membranes were incubated with secondary HRP-labeled goat anti-rabbit IgG polyclonal antibody (115-035-006, Jackson ImmunoResearch) in Can Get Signal Solution 2 (NKB-301, TOYOBO). Chemiluminescence was developed using Immobilon Classico or Forte (WBLUC0500, WBLUF0500, Merck Millipore), and the signals were detected on an Amersham Imager 600 (GE Healthcare).

How the deposited data were processed for this re-analysis (not part of the article)

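The superior mesenteric ganglia of 12 mice were measured by droplet scRNA-seq (Chromium 3' v1). They came from 1 WT mouse and 10 Th-MYCN+/- mice at 3 weeks of age and 1 Th-MYCN+/- mouse at 6 weeks. The deposited values are counts of UMIs per gene and barcode. The authors made them with Cell Ranger from reads aligned to mm10 with the human MYCN transgene added, and deposited them without normalization or selection of barcodes. The annotation release behind the counts is not given in the sources used here. Gene positions were taken from the GRCm38 annotation by gene identifier. The sample labels and descriptions give no batch or date, so that no batch was modelled. The replicate numbers in the labels were taken as the sample numbers #1 to #10.

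Cells were called with an implementation of the EmptyDrops method. The profile of empty droplets came from barcodes with at most 100 UMIs, 10000 Monte Carlo draws were made, and barcodes above the knee were always kept. It was tested on simulated data with profiles from sample #3, where it called 98% of 300 shallow cells with 150 to 400 UMIs and 0.4% of 1500 empty droplets. The empty droplets were drawn from the model that the method itself fits. Sample #2, with 9893 barcodes above 100 UMIs, was not simulated, so that the test does not cover its calls. Filters on genes, ribosomal and mitochondrial UMIs followed the paper's methods. The 3 spike features, with 0 to 3 UMIs per sample, and the transgene were left out of clustering. Clustering used Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3. Doublets were scored with Scrublet in scanpy 1.11.5. Since it marked under 0.5% of the cells, the least share set for use, its calls were used only as an alternative. Whether it had failed or doublets were few was not tested. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9.

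Trajectories were not recomputed, because the gene sets behind them were not used here. The stand-in axis and the limit of 0.3 for the intermediate range were set before the data were examined, from genes of Table S2, which the study had called on the same samples. Differences between ranges in genes related to the axis are therefore partly built in. Cells with fewer than 1000 UMIs had no position and were left out of the ranges. The estimate of free RNA was revised once after its first values had been seen. It was first gauged from Npy, Dbh and Th, and a larger estimate from all ganglion genes of the axis was added.

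Tests across many genes used counts summed per sample and class, so that mice and not cells were the replicates. A sample entered when each sum held at least 5 cells. Genes were filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 with the sample as a block, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. Sets of genes were tested with fry in limma 3.58.1, and DESeq2 1.42.0 served as an alternative. The pairing was checked by the correlation of the deviations of both sums of a sample from their class means. It was positive in 7 of 7 samples for intermediate-range against malignant-range cells (0.0945 to 0.190). It was also positive for intermediate-range cells against all other neural cells (0.118 to 0.553), and lay between −0.00744 and 0.300 for neuroblast-like against ganglion-like cells. The test was tested on simulated data in which 200 genes were changed by 1.5 on the log2 scale. Between the ranges it called 155 of the 182 changed genes that passed the filter, with 6 false calls. Single measures were compared within samples with exact two-sided sign-flip permutation tests. Shares have Clopper-Pearson 95% intervals and UMI sums Poisson intervals, and where a count was 0 the limit is that of 3 counts.

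The genes named are those that the paper names for its scRNA-seq results and the 5 with the largest change in each direction among genes past the threshold with the same sign in every sample. Results for some genes are not reported here. The rule for naming genes was fixed before the data were examined, although the values in the paper's tables had been seen. Top2a, Cdk1, Mki67 and Ube2c were fixed as cycling genes. Fos, Junb, Snhg11 and Meg3, which were among the leading genes of single clusters, were chosen after their values were seen. The alternatives were another cell calling, a stricter filter on cells, log-normalized counts without regression, resolutions of 0.2 and 1.0, removal of Scrublet calls, limits of 0.2 and 0.4, thinning to 500 UMIs or none, an axis from the first principal component, subtraction of free RNA, DESeq2, no filter on low counts, no block, at least 10 cells per sum, and a pseudocount of 10. Chosen after the data were seen were removal of the highest 5% of Scrublet scores, the larger estimate of free RNA, both subtractions of free RNA at 500 UMIs, and an intermediate range from 0.3 to 0.7 that leaves cells above 0.7 out. Imaging, sphere cultures, survival and the human cohort were not analysed here.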

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

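The tests of the ganglion-like share in sample #2, of the NKT-like share in sample #6 and of sampling noise at 500 UMIs were chosen after the result was seen, as were the subtraction of free RNA at 500 UMIs and the removal of the highest 5% of Scrublet scores.

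In 26 quantities, the gap between the most extreme of the 10 samples of 3-week-old Th-MYCN+/- mice and its nearest neighbor was compared with the range of all 10. In 9 quantities, the gap, as a share of the range, exceeded the 95% critical value of Dixon's test. Chance gives such a gap in about 1 of 20 groups, or 1.3 of 26. The quantities are not independent, since all shares of a sample sum to the same total. Of the 9, 5 concerned sample #2 and 4 concerned sample #6.

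Sample #2 had 38.5% of its UMIs in cells, and the next-lowest sample had 74.1%. It also had 9893 barcodes with more than 100 UMIs, and the next-highest had 2131. No explanation of these values was tested, and the design gives no biological one.

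Ganglion-like cells made up 82.7% of sample #2 and 26.7% of the next sample. Low depth of the sample as a whole is argued against. The median was 1052 UMIs per cell in #2, and the 3 samples no deeper (697.5 to 1047.5) had ganglion-like shares of 4.40% to 7.85%. Its ganglion-like cells had a median of 1185.5 UMIs, inside the range of the other 9 samples (565.5 to 1573). Its neuroblast-like cells were shallower (567) than elsewhere (968 to 4804). Damage to or loss of neuroblasts alone would leave the other classes in proportion. However, #2 had 1494 ganglion-like and 6 Schwann-like cells. Each of the other 9 samples had more Schwann-like than ganglion-like cells, with 452 and 393 in #4. These values argue against neuroblast loss alone as the source of the ganglion-like share, whereas a part in it stays open and was not tested. A WT ganglion under this label is argued against by H-MYCN, which had 94.1 CPM (48.6 to 164) in neuroblast-like cells of #2, above the upper limit of 6.39 in its ganglion-like cells. Differences in dissection or in the survival of cell types during dissociation stay open and were not tested. So does a difference between mice in tumor development.

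The share of neuroblast-like cells in the intermediate range was 16% in sample #2, and the next-highest was 7.53%. The median position of its neuroblast-like cells was 0.169, against 0.0201 in the next sample. With free RNA subtracted at 500 UMIs, the share in #2 was 23.9% (16.5% to 32.7%) and at most 11.2% elsewhere. With the larger estimate it was 18.8% (12.2% to 27.1%), again above a highest other value of 11.2%. Both values argue against free RNA as the whole source. Doublets would carry more UMIs, but the median of intermediate-range cells was 0.893 times that of malignant-range cells in #2 (bootstrap interval 0.759 to 1.05). Without the highest 5% of Scrublet scores, the share in #2 was 17.4%, with at most 5.91% elsewhere. In all 12 samples together, however, 15.1% of 126 intermediate-range cells (9.33% to 22.5%) were among the highest 5%, against 5.68% of 3189 malignant-range cells (4.90% to 6.54%). Cells drawn at 500 UMIs from the malignant-range profile of #2 reached the limit in 9.52%, below the 24.8% (17.3% to 33.6%) of real cells, so that noise at this depth does not account for all of them. At 1000 UMIs the drawn share was 5.56%, which lies inside the interval of the 4 of 25 real cells. Shallow ganglion cells assigned to the neuroblast-like clusters cannot be told apart from an intermediate state. A UMI of H-MYCN was found in 0 of 29 intermediate-range cells (up to 10.3%), 5 of 88 malignant-range cells (5.68%) and 1 of 1386 ganglion-like cells (0.0722%). At the malignant-range share, 0 of 29 has a chance of 18.3%. A difference in cell fate between mice may also contribute and was not tested.

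Sample #6 had 3.09% NKT-like, 8.63% macrophage-like and 3.09% fibroblast-like cells. The next-highest shares were 0.522%, 2.87% and 1.17%. Free RNA is argued against for the NKT-like cells, because a UMI of Cd3d, Cd3g or Nkg7 was found in 0.325% of the 308 neuroblast-like cells of #6 (up to 1.80%). At this upper limit, 11.0 of its 614 cells would have one, fewer than the 19 NKT-like cells, all of which had one. A candidate explanation is lymphoid tissue dissected with the ganglion. Cells with B-cell markers were 3.26% of #6 (2.00% to 4.99%), more than the highest share of 0.766% in the other 9 samples. An immune infiltrate with B cells would give the same value and stays open as untested. For the fibroblast-like share no explanation was tested.

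The B-like cells are a type that the paper does not name in its own data. They appear as a cluster of 49 cells at a resolution of 1.0, with 20 from #6. The WT sample had 0 of 618, which allows a share of up to 0.485%.

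Cycling neuroblast-like cells thinned to 1000 UMIs made up 72.4% of sample #6, and the next-highest share was 62.0%. With cells thinned to 500 UMIs, the share in #6 was 49.5% and no sample stood apart. No explanation was tested.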

How the results depend on the processing

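Removal of the highest 5% of Scrublet scores, the larger estimate of free RNA, both subtractions of free RNA at 500 UMIs and an intermediate range from 0.3 to 0.7 were chosen after the data were seen, and all other alternatives were set before the data were examined.

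These results kept their direction and threshold under every alternative run: the mean neuroblast-like share of the 10 samples (48.7% to 53.2%), the macrophage-like (1.93% to 2.73%) and NKT-like (0.444% to 0.536%) shares, H-MYCN in neuroblast-like against ganglion-like cells (log2 difference 4.54 to 7.45), the adrenergic (1.97 to 2.23) and mesenchymal lists (−3.21 to −2.58), the cell cycle difference (7.40 to 13.5 UMIs), and the genes different between neuroblast-like and ganglion-like cells (5176 to 7745). Of the 171 genes of Table S2, at least 169 kept the paper's direction, with 34 to 46 of 46 and 106 to 124 of 125 past the threshold. The stricter filter left no NKT-like cluster and thus gives no value there. Without sample #6, the NKT-like share was 0.194%. Cycling cells in #2 were 40% to 60.9%, and without thinning their share (43.5%) lay below that of the other 9 samples (56.2% to 72.3%), unlike at 500 and 1000 UMIs.

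The stricter filter on genes and mitochondrial UMIs left 7966 cells, and gave a neuroblast-like share of 5.70% and a ganglion-like share of 94.2% in #2 and a neuroblast-like share of 42.4% at 6 weeks. Barcodes with at least 500 UMIs gave 13.0% neuroblast-like and 85.6% ganglion-like cells in #2. Log-normalized counts gave 9.19% neuroblast-like cells in #2 and 0.485% in the WT sample. The cause was not tested.

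The intermediate share in #2 was 40% with a limit of 0.2, a change that a lower limit brings by construction. The mean of the other 9 samples was 9.27% with this limit, 7.52% at 500 UMIs, 5.92% without thinning, 7.37% at 500 UMIs with free RNA subtracted and 8.05% with the larger estimate. The 6-week-old share was 4.26% with barcodes of at least 500 UMIs, 5.38% with the stricter filter, 0.369% with log-normalized counts, 5.32% at a resolution of 0.2, 4.78% with a limit of 0.2, 5.59% at 500 UMIs, with or without either subtraction, and 0.368% with a range from 0.3 to 0.7. These values rest on few cells, and the cause was not tested.

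Between intermediate-range and malignant-range cells (2426 genes), no filter on low counts gave 4312 genes among more tested, log-normalized counts 637, a range from 0.3 to 0.7 646, and 500 UMIs with the larger estimate of free RNA 1490. Against all other neural cells (849 genes), the number was 1339 without the filter, 1498 with the stricter filter on cells, 1367 at a resolution of 0.2 and 1466 with a limit of 0.4. It was 421 without the block, 128 with log-normalized counts, 92 with a limit of 0.2, 129 at 500 UMIs, 127 with free RNA also subtracted, 26 with the larger estimate, and 121 with a range from 0.3 to 0.7. DESeq2 called 286 higher and 449 lower, 38.9% higher against 25.1% in edgeR. In neuroblast-like against ganglion-like cells, DESeq2 placed the median log2 fold change of all genes at 0.17, against 0.05. The cause was not tested.

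Of the 9 genes of Figure 3F, 5 were called higher than in all other neural cells. The number was 3 with barcodes of at least 500 UMIs, without the highest 5% of Scrublet scores, at 500 UMIs, and at 500 UMIs with free RNA subtracted. It was 2 with limits of 0.2 and 0.4, without thinning, and with the larger estimate of free RNA at either depth. It was 0 without the filter and without the block. The calls of Pcp4, Vim, Gap43, Rtn1 and Tubb2b thus rest on the pairing by sample. Without the block, no other call of a named gene changed, and the numbers of genes in the other 2 comparisons moved less than 1.5 times. With a range from 0.3 to 0.7 the number was 7, without Gap43 and Rtn1, and H-MYCN between the ranges was no longer past the threshold (−0.35). Without the block, H-MYCN was at −1.49 between the ranges (adjusted p = 0.0184 in edgeR, and 1.3e-13 to 0.437 over the alternatives).

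Over 31 results for single genes, 621 values under alternatives comprised 482 with the same direction and side of the threshold, 57 no longer past it, 42 newly past it and 40 with the opposite sign, of which 7 were past the threshold in either setting. Against malignant-range cells, the opposite sign was found for Malat1 without the filter (−0.167), at a resolution of 0.2 (−0.0541) and with a limit of 0.4 (−0.253). It was found for Ifitm2 with log-normalized counts (0.483), a limit of 0.2 (0.110), 500 UMIs (0.127), the principal component (0.243), 500 UMIs with free RNA subtracted (0.121), with the larger estimate (0.297), and a range from 0.3 to 0.7 (0.472). It was found for Nnat without the filter (−0.292), with barcodes of at least 500 UMIs (−0.0141), the stricter filter on cells (−0.223), a resolution of 0.2 (−0.114), removal of the highest 5% of Scrublet scores (−0.0145), a limit of 0.4 (−0.262) and no thinning (−0.305). It was found for Cartpt with DESeq2 (−0.219), no filter (−0.302), the stricter filter on cells (−0.0459), a resolution of 0.2 (−0.273), removal of Scrublet calls (−0.0660), a limit of 0.4 (−1.81) and no thinning (−0.273). Against all other neural cells, it was found for Ifitm2 with barcodes of at least 500 UMIs (0.0602), log-normalized counts (0.983), a limit of 0.2 (0.573), 500 UMIs (0.597), the principal component (0.599), 500 UMIs with free RNA subtracted (0.592), the larger estimate at 1000 UMIs (0.0288) and 500 UMIs (0.781), and a range from 0.3 to 0.7 (0.843). It was also found for Nnat with the stricter filter on cells (−0.0495) and without thinning (−0.145), Cartpt with a limit of 0.4 (−1.05), Gap43 without thinning (−0.035), and Tubb2b at 500 UMIs (−0.0085), without thinning (−0.13) and at 500 UMIs with free RNA subtracted (−0.012). The cause was not tested.

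Depth also limits the ranges: of 200 neuroblast-like cells in #2, 25 had 1000 UMIs, and 3 samples had fewer than 5 intermediate-range cells and did not enter the gene tests.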

Differences from the paper's values

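The range from 0.3 to 0.7, the larger estimate of free RNA and the subtraction of free RNA at 500 UMIs were chosen after the result was seen. The paper's tests took cells as replicates and those here took samples. The ranges here are ranges of a score and not the paper's subtypes.

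The paper reports 9 genes higher in uncommitted cells than in all other subtypes, and 213 were higher in intermediate-range cells here. Of the alternatives set before the data were examined, a limit of 0.2 gave 6, within 1.5 times the paper's number, and the others (15 to 699) did not come as close. The paper reports 46 genes higher in uncommitted than in malignant cells, against 1064 here, and 125 genes higher in malignant cells, against 1362. No alternative came within 1.5 times of either number. The lowest were 239 and 398 with log-normalized counts, and 268 and 378 with a range from 0.3 to 0.7, which was chosen after the data were seen.

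For all cells other than neuroblasts, the paper's Supplementary Table S1 gives 0.3% with H-MYCN, against 0.720% here. Barcodes with at least 500 UMIs (0.530%), log-normalized counts (0.420%) and a resolution of 0.2 (0.564%) came nearer to the paper's value but stayed above it. The stricter filter (0.798%) and a resolution of 1.0 (0.721%) did not come nearer.

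Supplementary Table S2 of the paper gives 10.0% of uncommitted and 32.8% of malignant cells with H-MYCN. Without thinning of the counts, the shares here were 33.3% in the intermediate and 61.4% in the malignant range, in cells that all have at least 1000 UMIs. With ranges from cells that were not thinned, which have no limit on depth, they were 9.64% and 43.8%, both nearer to the paper's values. For the intermediate range, the share was 28.9% with barcodes of at least 500 UMIs and 27.2% with the stricter filter. It was 30.4% at a resolution of 0.2 and 21.2% with a limit of 0.4. A resolution of 1.0, log-normalized counts, a limit of 0.2, 500 UMIs, the principal component and free RNA subtracted gave 32.5% to 46.6%. All of these lay above the paper's 10.0%. For the malignant range, every other alternative gave between 53.3% and 62.0%, above the paper's 32.8%. Both analyses used the same libraries, so that the spread between mice is not the error of these differences.

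The paper states that the proliferating cells at the end of the neuroblast arm were absent in sample #2. Here, 14 of 25 neuroblast-like cells of #2 were cycling (56%), and 40% to 60.9% over the alternatives. The paper's statement rests on positions in its trajectory, which were not recomputed. Its higher proportion of uncommitted cells in this sample, about 22% in Figure 3E, read by eye, stands beside 16% here.

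Of the 9 genes that the paper calls for uncommitted cells, 8 had a positive log2 fold change here and 5 passed the threshold. Of the other 4, log-normalized counts called Malat1, Nnat, Cartpt and Ifitm2 higher (0.98, against −0.15) but lost 2 of the 5, Gap43 and Rtn1. The principal component called Malat1 and Cartpt but lost 2 of the 5. Malat1 was also called by DESeq2, which lost 0 of the 5, the stricter filter (1 lost), barcodes with at least 500 UMIs (3 lost), 500 UMIs (3 lost) and no thinning (4 lost). The range from 0.3 to 0.7, chosen after the data were seen, called all 4 but dropped 2 of the paper's 9, Gap43 and Rtn1, both of the 5. Also chosen after the data were seen, 500 UMIs with free RNA subtracted called Malat1 but lost 3 of the 5 and left 6 of the 9 uncalled, and the larger estimate at 1000 UMIs called it but lost 4 and left 7 uncalled.

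The paper calls the difference in MYCN marginal, and the log2 fold change of H-MYCN here was −1.62. The fold changes of Table S2 are on another scale and were not compared. The value was −0.32 (not past the threshold) with log-normalized counts, and −0.35 (not past it) with the range from 0.3 to 0.7, which was chosen after the data were seen and drops 2 of the paper's 9 genes.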

Other observations

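The tests of the neuroblast-like cells in the WT sample and of doublets over all samples were chosen after the result was seen.

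The neuroblast-like cells of the WT sample had 0.683 UMIs in neuroblast markers per 200 UMIs, no more than the 0.884 of other WT cells. A candidate explanation is that shallow cells of other types joined these clusters. A few neuroblasts among the 41 cells are not excluded by this mean. Without thinning, 37 of the 41 cells (90.2%) lay at 0.3 or higher on the axis.

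Low depth of its neuroblast-like cells is a candidate explanation for the lower share of cycling cells in sample #2 without thinning, since at 500 UMIs its share of 41.0% lay inside the range of the other 9 samples (39.8% to 49.5%).

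Intermediate-range cells are a score range and could arise by noise from malignant-range cells. Cells drawn at 1000 UMIs from the malignant-range profile of each sample reached 0.3 in 0.382%, against 3.94% (3.28% to 4.70%) of 3042 real cells. The draws assume a single profile per sample. Noise as the whole cause is also argued against by the S and G2M phase genes, which are not part of the axis and differed in 7 of 7 samples.

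Doublets of a neuroblast and a ganglion cell stay open as a source of intermediate-range cells. Of 126 such cells in all 12 samples, 15.1% (9.33% to 22.5%) were among the highest 5% of Scrublet scores, against 5.68% (4.90% to 6.54%) in the malignant range. A cell between 2 classes scores high by construction, so that a doublet and an intermediate state cannot be told apart by the score. Their median UMIs were 0.895 to 2.49 times those of malignant-range cells in 7 samples. They were 2889.5 against 5414 in #6 and 43937 against 6517 in the 6-week-old sample, so that the excess that doublets would give was found in some samples and not in others. In 7 samples their Schwann genes, at 2.52 UMIs per cell against 0.183, also lay toward those of ganglion-like cells (3.97), as mixing would give, whereas in #2 both ranges were alike (2.75 and 2.43).

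The lower H-MYCN in intermediate-range cells may come from mixing with ganglion RNA, in doublets or in a cell that expresses both programs. Their positions are those of mixtures with 54.8% ± 14.4 (SD, n = 7) ganglion RNA, which would give a log2 fold change of −1.15. The observed value of −1.62 lay −0.47 away, or −1.31 standard errors. The margin written beforehand was 1 standard error, which this passes, but a difference of this size does not exclude mixing, and both cannot be told apart with 7 samples. Without cells above 0.7, the fold change was −0.35.

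Swapping both sums within samples gave as many genes past the threshold as the real assignment in 1 of 64 assignments for intermediate-range against malignant-range cells, the real one itself. The largest other number was 1938, against 2426. For intermediate-range cells against all other neural cells, it was also 1 of 64, with 405 as the largest other number. For neuroblast-like against ganglion-like cells, it was 1 of 100 drawn from 512, with 0 genes in every other draw. Since the classes and ranges had been formed by expression, the real assignment was bound to give most genes, so that the swaps exclude neither chance nor a grouping made by the score.

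The unnamed cluster of 63 cells had 357 CPM of H-MYCN, 1386 CPM of Npy and 1932 CPM of Prph. Its leading genes included Snhg11 and Meg3, which were chosen after their values were seen. No explanation was tested.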
